# Brain Transcriptional Responses to High-Fat Diet in *Acads*-Deficient Mice Reveal Energy Sensing Pathways

**DOI:** 10.1371/journal.pone.0041709

**Published:** 2012-08-22

**Authors:** Claudia Kruger, K. Ganesh Kumar, Randall L. Mynatt, Julia Volaufova, Brenda K. Richards

## Abstract

**Background:**

How signals from fatty acid metabolism are translated into changes in food intake remains unclear. Previously we reported that mice with a genetic inactivation of *Acads* (acyl-coenzyme A dehydrogenase, short-chain), the enzyme responsible for mitochondrial beta-oxidation of C4–C6 short-chain fatty acids (SCFAs), shift consumption away from fat and toward carbohydrate when offered a choice between diets. In the current study, we sought to indentify candidate genes and pathways underlying the effects of SCFA oxidation deficiency on food intake in *Acads−/−* mice.

**Methodology/Principal Findings:**

We performed a transcriptional analysis of gene expression in brain tissue of *Acads−/−* and *Acads+/+* mice fed either a high-fat (HF) or low-fat (LF) diet for 2 d. Ingenuity Pathway Analysis revealed three top-scoring pathways significantly modified by genotype or diet: oxidative phosphorylation, mitochondrial dysfunction, and CREB signaling in neurons. A comparison of statistically significant responses in HF *Acads−/−* vs. HF *Acads+/+* (3917) and *Acads+/+* HF vs. LF *Acads+/+* (3879) revealed 2551 genes or approximately 65% in common between the two experimental comparisons. All but one of these genes were expressed in opposite direction with similar magnitude, demonstrating that HF-fed *Acads*-deficient mice display transcriptional responses that strongly resemble those of *Acads+/+* mice fed LF diet. Intriguingly, genes involved in both AMP-kinase regulation and the neural control of food intake followed this pattern. Quantitative RT-PCR in hypothalamus confirmed the dysregulation of genes in these pathways. Western blotting showed an increase in hypothalamic AMP-kinase in *Acads−/−* mice and HF diet increased, a key protein in an energy-sensing cascade that responds to depletion of ATP.

**Conclusions:**

Our results suggest that the decreased beta-oxidation of short-chain fatty acids in *Acads*-deficient mice fed HF diet produces a state of energy deficiency in the brain and that AMP-kinase may be the cellular energy-sensing mechanism linking fatty acid oxidation to feeding behavior in this model.

## Introduction

Fatty acid oxidation is implicated in the metabolic control of food intake and energy balance [1]. However, the signal(s) mediating the effects of fatty acid oxidation on food intake has not yet been identified [2]–[3]. A number of studies indicate that enzymes within fatty acid metabolic pathways may serve as targets for pharmacological tools to treat obesity [4], yet there is controversy over which aspect of fatty acid availability may inhibit food intake. We developed a novel approach for investigating the molecular and physiological links between fat intake and fat oxidation using an animal model with a genetic deficiency in short-chain acyl-CoA dehydrogenase (*Acads*), a mitochondrial enzyme that catalyzes the first reaction in the beta-oxidation of C4-C6 fatty acids. A spontaneous deletion in the structural gene for *Acads* results in the complete absence of functional short-chain acyl-CoA dehydrogenase [5] in the BALB/cByJ mouse inbred strain. We have shown that *Acads*-deficiency [6]–[7] suppressed voluntary fat- but not carbohydrate intake in mice [8]. Specifically, *Acads*−/− mice shifted their food consumption away from fat and toward carbohydrate when offered a choice of diets, while total calorie intake remained unchanged. In addition we showed that during brief access lick tests, *Acads*−/− mice showed similar licking responses to fat and carbohydrate stimuli compared with *Acads*+/+ controls suggesting that their fat avoidance is not mediated by an orosensory mechanism. In the current study, we tested the hypothesis that gene expression patterns in *Acads*-deficient mice would reveal functionally important pathways mediating the behavioral feeding response to fat.

Energy balance is maintained by changes in behavior and metabolism which can be regulated by gene expression. To our knowledge, there are no reports of studies on the effects of dietary fat level on the brain transcriptome in genetic models of fatty acid oxidation deficiency. Microarray analysis of the effects of *Acads* deficiency on gene expression in brain is limited to a single investigation in which animals were fed standard chow and the number of genes/ESTs represented on the array (<5,000) was relatively small [9]. The purpose of the current study was to identify key transcriptional processes linked to fat intake, and ultimately to behavior, in a genetic model of impaired SCFA oxidation. We used microarray technology to compare the short-term effects of high- or low-fat diet on gene expression in the brain of *Acads*−/− and *Acads+/+* mice. Tissues were harvested 2 d after initiating the experimental diets to coincide with the time-point at which fat avoidance begins [8]. We identified transcriptional responses to genotype and diet that that may be linked to feeding behavior in this model. We also investigated gene expression in hypothalamus because of its role in the regulation of metabolic and behavioral phenotypes.

## Materials and Methods

### Experimental animals

The BALB/cByJ (*Acads−/−*) and BALB/cByKZ (*Acads+/+*) mice were obtained from breeding colonies maintained at the Pennington Biomedical Research Center (PBRC). The BALB/cByJ mouse strain carries a spontaneous 278 bp deletion in the structural gene for *Acads* that occurred spontaneously sometime between 1981 and 1982 [5]–[7], [10]–[12]. The BALB/cByJ mice are descendents of the BALB/cBy strain maintained originally by Donald Bailey at the Jackson Laboratory. The best *Acads+/+* control line for BALB/cByJ mice is thought to be the BALB/cBy [13]. The BALB/cByKZ.*Acads+/+* substrain was separated from the research colonies at the Jackson Laboratory in 1996. Due to the length of time that these substrains have been separated, we cannot rule out undetected spontaneous mutations in genes other than *Acads* that could affect gene expression. All protocols were approved by the Institutional Animal Care and Use Committee of Pennington Biomedical Research Center.

### Experimental protocol

Twelve-week old male mice were singly housed in filter-top cages and kept under 12 h light/12 h dark conditions at an ambient temperature of 22–23°C in a specific-pathogen free facility. Several days prior to the experiment, bedding was removed and replaced with stainless steel wire floor inserts, to permit recovery and measurement of food spillage. Polyvinylchloride nesting tubes (1½ in. diameter) were provided to reduce time spent on wire flooring. The high- (HF) and low-fat (LF) experimental diets were equivalent for protein (16.4% of energy) with the balance of calories contributed by 58% fat and 25.5% carbohydrate in D12331 and by 10.5% fat and 73.1% carbohydrate in D12329 (Research Diets, Inc., New Brunswick, NJ) (Table S1).

Gene expression profiles were compared in whole brain using a diet x genotype design. The body weights of *Acads−/−* (28.8±0.7 g) and *Acads+/+* (29.2±0.4 g) mice were similar at baseline. Daily food intake was monitored during the 2 d experiment and there were no significant differences in total calorie intake between genotype or diet groups: HF *Acads−/−* (27±1) vs. HF *Acads+/+* (27±1), *P = *0.90; LF *Acads−/−* (26±1) vs. LF *Acads+/+* (25±2), *P* = 0.67; LF HF *Acads+/+* (27±1) vs LF *Acads+/+* (25±2), *P* = 0.33; HF *Acads−/−* (27±1) vs LF *Acads−/−* (26±1), *P* = 0.37. Three mutant (*Acads−*/−) and three wild-type (*Acads+/+*) mice of each diet group were euthanized with CO_2_ between 10:00 and 11:00 AM in the morning of dissection. Brains were quickly removed, frozen in liquid nitrogen and stored at −80°C. Twelve individual RNA samples (3 per strain and diet) were labeled and hybridized according to the manufacturer's protocol. Thus, three biological replicates were analyzed for each strain and condition.

### Microarray analysis

Total RNA was isolated from whole brain using TRI Reagent (Molecular Research Center, Inc., Cincinnati, OH, USA), and the quality was determined using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). One µg of total RNA was used to transcribe DIG-labeled cRNA using AB Chemiluminescent RT-IVT Kit v2.0. Microarray hybridization (using 10 µg of fragmented, DIG-labeled cRNA), processing, chemiluminescence detection, imaging, auto-gridding, and image analysis were performed according to AB protocols, using the 1700 Chemiluminescent Microarray Analyzer Software v. 1.0.3. The Applied Biosystems Mouse Genome Survey Microarray V2.0 was used which contains ∼34,000 features, including a set of ∼1000 controls. Each microarray uses 32,996 probes targeted to 32,381 curated genes representing 44,498 transcripts. The AB Expression system software was used to extract assay signal and signal-to-noise ratio values from the images. Signal intensities across microarrays were normalized according to the quantile-quantile method based on R-script [14]; http://www.bioconductor.org). Features with a signal/noise value of ≥3.0 and quality flag value of <5000 were considered “detected” and subjected to statistical analysis using AB array. The FDR-corrected t-statistic was calculated using the Benjamini-Hochberg procedure [15]. Differential expression was defined as a fold change ≥1.6 and a *P* value of ≤0.05. The microarray data, described according to MIAME guidelines, have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository. The accession number is GSE35180.

### Acylcarnitine analyses

Acylcarnitines were measured by the Analytical Systems Laboratory of the Louisiana State University School of Veterinary Medicine. Plasma samples were analyzed by direct-injection electrospray tandem mass spectrometry, using a Quattro II LC-MS system (Waters-Micromass, Milford MA) equipped with an HTS-PAL autosampler (Leap Technologies, Carrboro, NC). An Agilent 1100 HPLC system with a binary pump (Agilent Technologies, Santa Clara, CA) was interfaced to the mass spectrometer. All data were acquired and analyzed using MassLynx software, version 4.0 (Waters-Micromass).

### Ingenuity Pathway analysis (IPA)

Differentially expressed genes (>1.6-fold) with a comparison *P* value of <0.05 were subjected to Ingenuity Pathways Analysis (www.ingenuity.com) (Ingenuity Systems, Mountain View, CA). The IPA is a manually curated database of molecular interactions and contains previously published findings from peer-reviewed publications. It should be noted that the interactions presented in the networks are not specific for brain tissue. Fischer's exact test was used to calculate *P* values determining the probability that the association between the genes in the dataset and pathway could be explained by chance alone. The significance score was expressed as the negative logarithm of the *P* value, indicating the likelihood that the focus genes were assembled into a pathway.

### Real-time quantitative PCR

*cDNA preparation for RT-PCR*. RNA quality was assessed using the Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and quantity was determined in the NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Rockland, DE, USA). Complementary cDNA was obtained by reverse transcription (SuperScript III First-Strand Synthesis System for RT-PCR, Invitrogen, Carlsbad, CA, USA) of 4 µg of RNA from each sample. This reaction used both Oligo(dT)_20_ and Random Hexamers as primers; all further steps were done following the supplier's instructions (Invitrogen, Carlsbad, CA, USA). Purification of cDNA was performed using QIAquick PCR purification columns (Qiagen, Valencia, CA, USA). For quantitative RT-PCR, 6–12 samples each were tested for the *Acads−/−* and *Acads+/+* strains using a combination of the microarray samples (3 per strain and condition) and others.

Primers for amplification were designed using Primer Express 3.0 software from Applied Biosystems (AB; Foster City, CA, USA) and synthesized by IDT (Integrated DNA Technologies, Coralville, IA, USA). The locations and sequences of primer are listed in Table S2. Primers were designed, when possible, to span an exon/exon junction to avoid amplification from potentially contaminating genomic DNA. Primer sequences were subjected to BLAT analysis (http://genome.ucsc.edu) to confirm their specificity. The ENSEMBLE genome browser contains the transcript and exon information for the genes investigated in this study (Table S2 with accession numbers given).

The MultiPROBE II PLUS HT EX robot (Perkin Elmer, Shelton, CT, USA) was programmed to pipette 10 µl reactions into an AB 384 well plate. The robot adds 3 µl template (2 ng cDNA) and 7 µl Master Mix (5 µl iTaq SYBR Green Supermix with ROX, 0.1 µl forward primer 10 µM, 0.1 µl reverse primer 10 µM, 1.8 µl NanoPure water) per reaction. The iTaq SYBR Green Supermix with ROX (2×) was obtained from Bio-Rad Laboratories (Hercules, CA, USA). Gene expression levels were measured using the ABI PRISM 7900HT Sequence Detection System with SDS 2.3 software version (AB). Individual samples were run in triplicate. As endogenous reference for normalization, we used the measurement of Cyclophilin (Ppia) cDNA in the same sample; *Ppia* levels were unaffected by diet genotype on the arrays.

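Ppia encodes cyclophilin A, an abundant peptidyl-prolyl isomerase. On the whole-brain arrays its log2 fold change between Acads−/− and Acads+/+ mice was 0.34 on HF diet (standard error 0.16, adjusted p = 0.106 from limma). On LF diet it was −0.02 (adjusted p = 1.00). Between HF and LF diet Ppia had −0.36 in Acads+/+ mice (standard error 0.16, adjusted p = 0.0860) and −0.01 in Acads−/− mice (adjusted p = 0.994). When the arrays were scaled to a common median in place of quantile normalization, Ppia passed for genotype on HF diet with 0.96 (adjusted p = 0.00334) and for diet in Acads+/+ mice with −1.04 (adjusted p = 0.00265).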

Relative quantification was carried out using the comparative C_T_ method (AB: User Bulletin #2: Relative quantification of gene expression. P/N 4303859). A two-tailed Student's *t*-test was performed on delta Ct values to evaluate strain differences in gene expression. *P* values of ≤0.05 were considered statistically significant.

### Protein analysis by immunoprecipitation and immunoblotting

Total protein was isolated from hypothalamus using Lysis buffer (25 mM HEPES pH 7.8, 1% NP-40, 50 mM KCl, 125 µM DTT, 1 mM PMSF, 5 mM NaPPi, 1 mM EDTA, 50 mM NaF including protease inhibitor cocktail). Protein concentration was determined with the BCA assay (Pierce Biotechnology, Rockford, IL). Electrophoretic separations were carried out on Mini-Protean II electrophoresis cells (Bio-Rad Laboratories, Inc., Hercules, CA) and run at 100V. 45 µg of proteins were separated on a 10% SDS-PAGE and transferred onto PVDF membranes (Bio-Rad) using a Mini Trans-Blot (Bio-Rad). The membranes were blocked in 5% milk in TBST and then immunoblotted overnight at 4 deg C with rabbit anti-phospho-AMPK alpha1, 2 (Thr^172^) or rabbit anti-AMPK (Abcam Inc., Cambridge, MA). After extensive washing, the membranes were incubated with goat anti-rabbit horseradish peroxidase-linked secondary antibody (Abcam). Membranes were washed again and proteins were visualized using the Pierce enhanced chemi-luminescence Western blotting detection system. Mouse monoclonal antibodies to beta Actin (HRP) (Abcam) were used as loading control. Densitometry of Western blots was performed using Image J Software [16].

### Statistical analyses

Acylcarnitine data were analyzed using an analysis of variance approach (ANOVA) with Tukey's adjustment for pair-wise comparisons. The testing procedure focused on the main effects of diet and strain, as well as the diet by strain interaction. The level for statistical significance was set at *P*<0.05. The SAS version 9.2.1 statistical software package was used.

## Results

The present study was designed to identify the brain transcriptional responses to genotype and diet that may be linked to feeding behavior in this model of *Acads* deficiency. To further clarify the microarray results in total brain (see Text S1), we investigated gene expression in the hypothalamus, because of its role in the regulation of metabolic and behavioral phenotypes.

### Plasma acylcarnitine levels

Tandem mass spectrometry was used to analyze 33 independent acylcarnitine species ranging in size from 2 to 22 carbons, in the plasma of *Acads−/−* and *Acads+/+* mice fed HF (58%) or LF (11%) fat diet for 2 days. Plasma levels of seven acylcarnitines showed a main effect of Diet and three acylcarnitines showed a main effect of Strain (Table S3). Specifically, on HF diet the plasma content of C4 and C5 was 13-fold (*P*<0.0001) and 2-fold (*P*<0.05) higher, respectively, in *Acads−/−* compared with *Acads+/+* mice (Fig. 1). On LF diet, a 2.5-fold increase in circulating C4 (*P*<0.01) was observed in *Acads−/−* compared with *Acads+/+* mice. The substantial increase in plasma acylcarnitine levels in SCAD-deficient mice points to the location of the metabolic block and demonstrates an effect of short-term HF diet. Only two acylcarnitines showed a significant Diet x Strain interaction: C4 [*F*(3,21) = 9.55, *P*<0.01] and C18-OH [*F*(3,21) = 7.6, *P*<0.05]. The physiological significance of the altered C18-OH levels is unknown.

**Figure 1:**
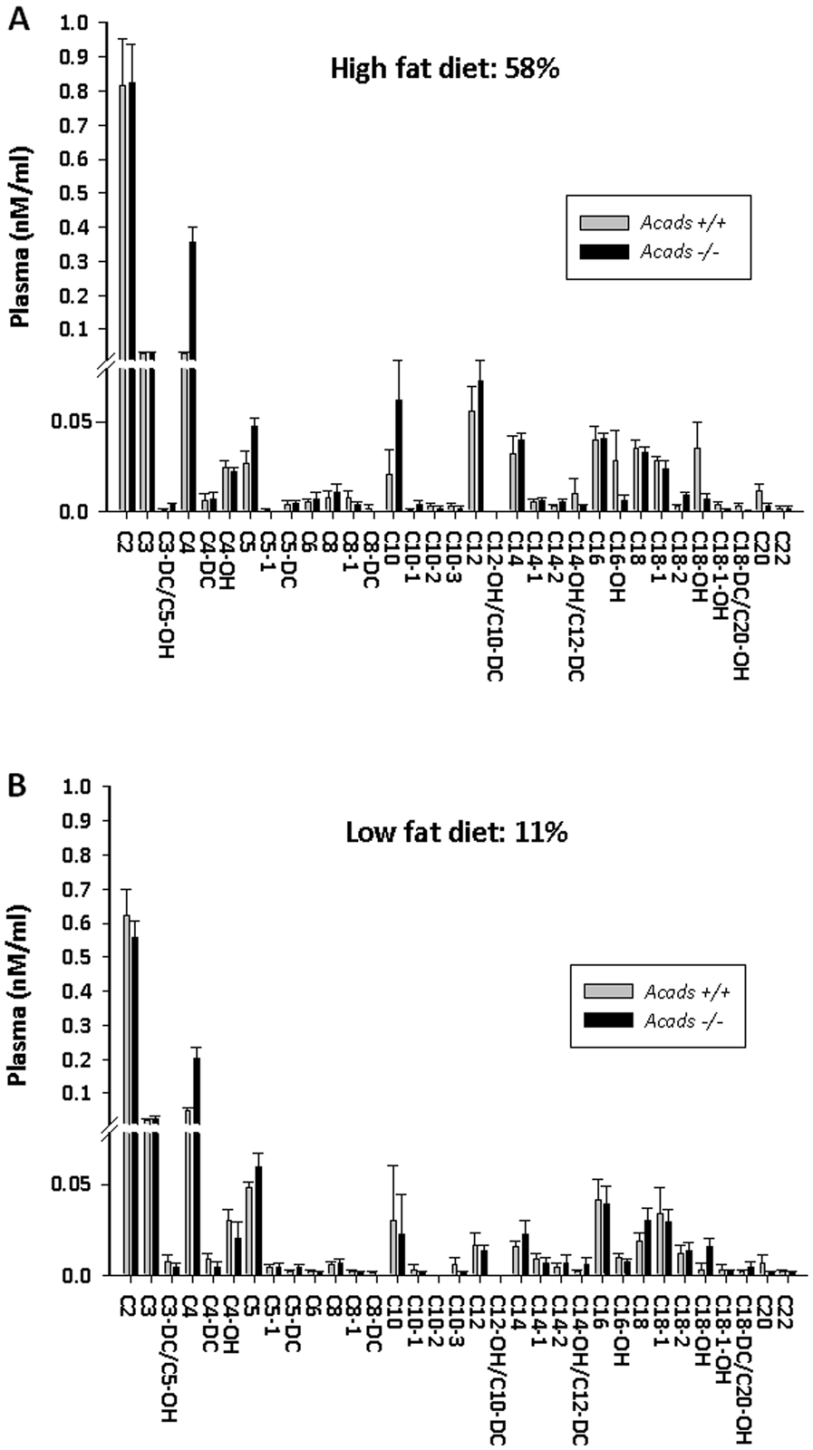
Effects of genotype and diet on plasma acylcarnitine levels. Acylcarnitines were measured by tandem mass-spectrometry in plasma from *Acads−/−* and *Acads+/+* mice fed high- (A) or low-fat (B) diet. Values are means (pmol/mg protein) ± SEM. n = 12 animals per group. **P<0.0001, *P<0.01, #*P*<0.05 for genotype comparisons. See Table S3 for a summary of ANOVA results for these variables.

### Gene expression analysis

Expression levels of 32,381 transcripts in the brain were compared between genotypes on HF or LF diet, and between diets for *Acads−/−* or *Acads+/+* respectively. 

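Total RNA of whole brain from 12 male mice was measured on 12 one-colour arrays, with 3 mice in each of 4 groups: Acads+/+ and Acads−/− mice fed HF or LF diet for 2 days. The Acads+/+ mice were BALB/cByKZ and the Acads−/− mice BALB/cByJ, so genotype and strain go together in every comparison. The authors deposited the signal of every probe per array, together with log2 values quantile-normalized within the tissue. The median signal per array was 1444 to 2088 in the Acads+/+ HF group, 1228 to 1357 in the Acads+/+ LF group, 976 to 1749 in the Acads−/− HF group and 1262 to 1615 in the Acads−/− LF group. Signals were quantile-normalized over the 12 arrays, and values below the 5th percentile were raised to it before the log2. Signal/noise ratios and quality flags were not used here, and the 16506 probes above the median of mean signal were tested in their place. Each comparison was fitted with limma over all 12 arrays, and a probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.6. The paper gives this fold change and a P of 0.05 and names the Benjamini-Hochberg procedure, without stating that this P is the adjusted one. Fold changes below are log2 values. The first principal component held 49.2% of the variance, and the Acads+/+ HF arrays lay at −46.3 to −108 on it, the other 9 arrays at 18.6 to 33.8. On the Acads+/+ HF arrays the log2 signal of a gene, relative to a common reference, rose with the genomic span of the gene. Spearman rho across genes was 0.336, 0.420 and 0.430 there, against −0.0969 to 0.122 on the other arrays. Single arrays are named by the number they carry in the deposited tables.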

Only transcripts whose expression levels showed a fold change of ≥1.6 with a corresponding *P* value of <0.05 were analyzed. Transcripts were also sorted based on gene ontologies assigned in the MGI database version 3.0 (Fig. S1).

### Effects of high- or low-fat diet on gene expression

Strikingly, the expression of nearly four thousand genes (3879) was significantly deregulated in wildtype controls after 2 d of HF diet feeding, and more than one-half of these genes showed increased expression (Table 1). By contrast, only 281 genes were differentially expressed as an effect of diet in *Acads*-deficient animals and most of those were decreased. These results clearly indicate that the lack of functional SCAD enzyme diminished the animals' ability to respond to HF diet. 

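In Acads+/+ mice 5426 of 16506 probes changed between HF and LF diet, 2566 upward and 2860 downward. Among the increases on HF diet were the zinc finger gene Rbak with a log2 fold change of 2.53 (standard error 0.44, adjusted p = 0.00149 from limma), the kinase Cdk17 with 2.12 (standard error 0.23, adjusted p = 0.000188) and the transcription factor Stat3 with 2.05 (standard error 0.35, adjusted p = 0.00143). Large decreases included Ly6g6c with −4.16 (standard error 0.27, adjusted p = 5.08e-05), the platelet chemokine Pf4, for which 1 Acads+/+ HF array lay at the raised floor, with −3.67 (standard error 0.28, adjusted p = 8.28e-05), Hpdl with −3.06 (standard error 0.43, adjusted p = 0.000551) and Nop10, which encodes a small nucleolar protein, with −3.01 (standard error 0.32, adjusted p = 0.000175). Of 54 genes of cytosolic ribosomal proteins 43 fell and 1 rose, with a median of −1.36 (adjusted p = 1.22e-20 with camera; adjusted p = 0.401 with an estimated correlation), among them Rpl36 with −2.44. Of 62 genes of mitochondrial ribosomal proteins 42 fell and 0 rose, with a median of −1.16 (adjusted p = 2.84e-17 with camera; adjusted p = 0.455 with an estimated correlation), among them Mrpl52 with −2.29. These lists have a median genomic span of 3250 and 7610 bases, against 20144 for all genes, and fold changes in this comparison rose with span (Spearman rho 0.419 across genes). With the trend on span removed from each array, chosen after the data were seen, 29 genes of the first list fell and 2 rose, and 33 of the second fell and 3 rose (adjusted p = 5.76e-11 and 1.71e-12 with camera and adjusted p = 0.491 and 0.497 with an estimated correlation). The arrays of the 2 groups did not overlap for 55.3% of probes, where chance gives 10%. With the methods' t-test 4775 probes passed unadjusted and 1373 adjusted, with only the 25% of probes of highest signal 3260, and with the main axis of variation within groups as a covariate, chosen after the data were seen, 2029.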

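In Acads−/− mice no probe changed between HF and LF diet with limma, where the lowest adjusted p was 0.0927. At unadjusted p under 0.05 and the same fold change 803 probes passed, 179 upward and 624 downward. The methods' t-test gave 295 probes unadjusted and 0 adjusted. Without array 17973 of the Acads−/− HF group 326 probes passed, 31 upward and 295 downward. The difference between the genotypes in the effect of diet, the interaction, passed for 3752 probes, 1995 higher and 1757 lower. Named genes with large values included Pf4 (at least 3.89, standard error 0.39, adjusted p = 0.00132), Ly6g6c (3.74, standard error 0.38, adjusted p = 0.00132) and Cox8b (3.15, standard error 0.38, adjusted p = 0.00160) on the positive side. On the negative side were the thrombin receptor gene F2r (−3.97, standard error 0.80, adjusted p = 0.00736) and the kinase Stk38 (−3.68, standard error 0.71, adjusted p = 0.00605). Without array 17866 of the Acads−/− LF group 2388 probes passed the interaction, and without array 17962 of the Acads+/+ LF group 2434. Of the gene lists olfactory receptors, with a median of −0.45, and mitochondrial ribosomal proteins, with a median of 0.16, differed between the diets in Acads−/− mice (adjusted p = 8.49e-11 and 0.0242 with camera; adjusted p = 0.955 for both with an estimated correlation). The latter list did not pass without array 17873 of the Acads−/− HF group (adjusted p = 0.181) or array 17866 of the Acads−/− LF group (adjusted p = 0.418).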

Forty-one (41) genes were regulated by diet in both *Acads−/−* and *Acads+/+* mice (Figure 2A) and of these, eighteen (18) were differentially expressed in opposite direction. Specifically, we identified diet-regulated genes involved in processes such as regulation of cell matrix adhesion (*Plekha2*), ATP catabolic process (*Atp7a*), protein folding (*Dnajb9*), development (*Pax7*), adrenal gland function (*Nr3c1*), RNA binding (*Oas1c*), and copper ion homeostasis (*Aplp2*). These genes were strongly down-regulated by dietary fat (>2-fold) in *Acads*-deficient animals, but were up-regulated by HFD in controls.

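At adjusted p no probe changed with diet in both genotypes. At unadjusted p with limma 272 probes passed in both, of which 149 were lower on HF diet in both genotypes, 23 were higher in both, 61 were higher in Acads+/+ and lower in Acads−/− mice, and 39 the reverse. Independent lists of these sizes would share 114, 30.1, 105 and 32.8 probes in the same order.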

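Of the genes named here Atp7a, a copper-transporting ATPase, lay above the signal filter, and Aplp2 has no probe named in the annotation used. The log2 fold change of Atp7a with HF diet was 1.46 in Acads+/+ mice (standard error 0.29, adjusted p = 0.00295 from limma) and −1.06 in Acads−/− mice (standard error 0.29, adjusted p = 0.435). Plekha2, Dnajb9, Pax7, Nr3c1 and Oas1c lay below the filter and are given from the fit over all probes. In Acads+/+ mice they had 1.50, 1.44, 1.38, 1.28 and 1.07 (adjusted p = 0.00859, 0.00585, 0.0123, 0.0152 and 0.0156). In Acads−/− mice the values were −1.17, −1.54, −0.78, −1.34 and −0.83 (adjusted p = 0.519, 0.378, 0.575, 0.488 and 0.525).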

**Figure 2:**
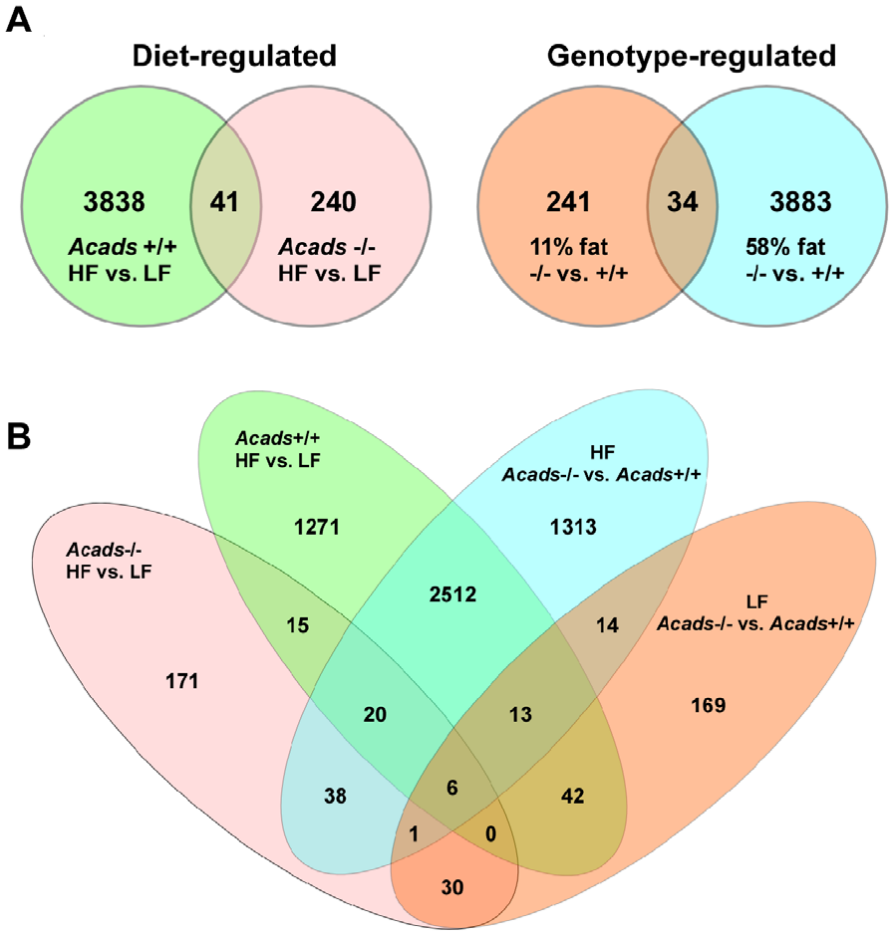
Venn diagrams of gene totals disturbed by genotype and diet. Two-way (A) and four-way (B) Venn diagrams of diet and genotype effects on gene expression in *Acads−/−* and *Acads+/+* mice fed high- or low-fat diet. Only genes with changes >1.6-fold and *P*<0.05 were included. See Table 1 for the total number of differentially expressed genes for each of the four comparisons. Within each main comparison (e.g., separate colors in B), the overlap from sub-categories was subtracted from the total number of diet- or genotype-regulated transcripts. Only six transcripts were found in common among all four comparisons.

**Table 1:** Summary of differentially expressed genes.

Experimental comparison	Total	Increased	Decreased
HF: Acads−/− vs. Acads+/+	3917	1737	2180
LF: Acads−/− vs. Acads+/+	275	220	55
Acads+/+: HF vs. LF	3879	2156	1723
Acads−/−: HF vs. LF	281	52	229

The Applied Biosystems Mouse Genome Survey Microarray v2.0 was used to identify gene expression changes in whole brain as an effect of genotype and dietary fat level.

A total of 12 arrays were used. Lists of differentially expressed, unique genes were Generated for each comparison based on a fold change of ≥1.6 and a *P* value of <0.05.

### Effects of *Acads* genotype on gene expression

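Acads itself was lower in Acads−/− mice. Its log2 signal was 11.92, 11.73 and 11.82 on the Acads+/+ HF arrays and 9.39, 10.02 and 8.90 on the Acads−/− HF arrays, a log2 fold change of −2.39 (standard error 0.47, adjusted p = 0.00248 from limma). On LF diet it was 9.87, 11.27 and 11.22 in Acads+/+ and 7.90, 9.49 and 9.35 in Acads−/− mice, a log2 fold change of −1.87 (standard error 0.47, adjusted p = 1.00). On HF diet 5758 probes changed between the genotypes, 2891 higher and 2867 lower in Acads−/− mice, and under median scaling 2625 were higher and 3339 lower. On LF diet 3 probes changed, all higher in Acads−/− mice, and 325 passed at unadjusted p, 223 higher and 102 lower. Large increases on HF diet were those of the sorting nexin gene Snx18 with 5.42 (standard error 0.16, adjusted p = 2.51e-08), Ly6g6c with 4.15 (standard error 0.27, adjusted p = 4.30e-05) and Pf4 with at least 3.61 (standard error 0.28, adjusted p = 9.14e-05). Large decreases were those of the pseudokinase gene Trib2, for which 1 Acads−/− HF array lay at the raised floor, with −3.05 (standard error 0.55, adjusted p = 0.00161) and the glycosyltransferase gene Galnt11 with −2.97 (standard error 0.56, adjusted p = 0.00202). On HF diet the methods' t-test passed 4706 probes unadjusted and 69 adjusted, the 25% of probes of highest signal gave 3308, and the main axis of variation within groups as a covariate, chosen after the data were seen, 3651. On LF diet the methods' t-test gave 180 probes unadjusted and 2 adjusted, and the 25% of highest signal 1.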

With HF diet, the expression of 3917 genes was altered as an effect of genotype (*Acads−/−* vs *Acads+/+*), compared with 275 genes with LF diet (Table 1). Thirty-four (34) genes were regulated by genotype under both HF and LF diet conditions (Fig. 2A), and of these, sixteen (16) genes were changed in opposite direction. For example, we identified transcripts that were strongly down-regulated in *Acads*-deficient mice and up-regulated in controls under both diet conditions, including genes involved in processes such as AMP-activated protein kinase activity (*Pkig*, *Prkag1*, *Stk38*, *Ccdc88a*), protein folding (*Dnajb9*), cell adhesion (*Pcdhb8*), ATP binding (*Ddx6*), and regulation of transcription (*Carf*).

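The 3 probes that changed on both diets were those of Snx18, of the chloride transporter gene Clcn4 and of Glo1, which encodes glyoxalase 1, all higher in Acads−/− mice. On LF diet the log2 fold change of Snx18 was at least 5.81 (adjusted p = 1.19e-08 from limma), that of Clcn4 3.77 (standard error 0.39, adjusted p = 0.00644) and that of Glo1 1.70 (standard error 0.15, adjusted p = 0.00170). Snx18 lay at 7.87, 8.06 and 8.17 on the Acads+/+ LF arrays, the lowest of which is the raised floor. Clcn4 did not pass on LF diet without array 17866 (3.74, adjusted p = 0.0614) or 17981 (3.72, adjusted p = 0.0591) of the Acads−/− LF group, or without array 18020 (3.71, adjusted p = 0.0611) or 18021 (3.76, adjusted p = 0.0560) of the Acads+/+ LF group. At unadjusted p 136 probes passed on both diets, 64 higher in both, 21 lower in both, 28 higher on HF and lower on LF diet and 23 the reverse. Independent lists would share 41.1, 19.2, 18.8 and 42.0 probes in the same order.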

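Stk38, a kinase of the NDR family, was lower in Acads−/− than in Acads+/+ mice on HF diet, with a log2 fold change of −2.52 (standard error 0.50, adjusted p = 0.00261 from limma), and had 1.16 on LF diet (standard error 0.50, adjusted p = 1.00). Pkig, an inhibitor of protein kinase A, was higher on HF diet with 0.76 (standard error 0.20, adjusted p = 0.00989) and had 0.43 on LF diet (adjusted p = 1.00). Pkig fell below the minimum fold without array 17873 of the Acads−/− HF group (0.60), without array 18022 of the Acads+/+ HF group (0.66) and under median scaling (0.57). Ccdc88a had −0.34 and 0.08 (adjusted p = 0.0994 and 1.00). The RNA helicase gene Ddx6 had −0.81 on HF diet (standard error 0.27, adjusted p = 0.0298) and 0.56 on LF diet (adjusted p = 1.00). Ddx6 did not pass on HF diet without array 17873, 17956, 17973, 18017 or 18018 (adjusted p = 0.0554, 0.0674, 0.0637, 0.0868 and 0.0954). Below the signal filter, over all probes, Pcdhb8 had −1.60 on HF diet and 1.48 on LF diet (adjusted p = 0.00770 and 0.511), and Carf −1.26 and 1.13 (adjusted p = 0.0256 and 0.746).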

### Effects of *Acads* genotype and diet on gene expression: 4-way Venn diagram

A four-way Venn diagram was constructed to illustrate overlapping transcripts among all four comparisons (Fig. 2B). Within each main comparison, the overlap from sub-categories was subtracted from the total number of diet- or genotype-regulated transcripts (totals shown in Table 1). Only six transcripts were found in common among all four comparisons and of these, only three were annotated: *Dnajb9* (DnaJ homolog, subfamily B, member 9), *Oas1c* (2′-5′ oligoadenylate synthase 1C), and *Prlhr* (prolactin releasing hormone receptor).

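Prlhr was 1.34 higher in Acads−/− than in Acads+/+ mice on HF diet (standard error 0.23, adjusted p = 0.00119 from limma) and had 1.08 on LF diet (adjusted p = 0.744). With HF diet it fell by 1.17 in Acads+/+ mice (standard error 0.23, adjusted p = 0.00265) and had −0.91 in Acads−/− mice (adjusted p = 0.435). No probe passed all 4 comparisons at adjusted p. At unadjusted p 30 tested probes did, 9 of them named, among these Prlhr, F2r and Stk38, and the methods' t-test, unadjusted, gave 8. Dnajb9 and Oas1c lie below the signal filter. Over all probes of the array 102 passed all 4 at unadjusted p, 37 of them named, among these Prlhr, Dnajb9 and Oas1c.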

### Gene expression in HF-fed *Acads−/−* mice resembles that of *Acads+/+* mice on LF diet

When we compared *Acads+/+* to *Acads−/−* mice on HF diet, 3917 genes were differentially expressed based on our study criteria (fold-change above 1.6 and *P*<0.05) (Table 1). A comparison of HF to LF diet in *Acads+/+* controls revealed 3879 differentially expressed genes. 

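Of the 5758 probes changed by genotype on HF diet and the 5426 changed by diet in Acads+/+ mice 4383 were in both lists, 76.1% of the first and 80.8% of the second. They shared 2430 probes higher by genotype and lower by diet and 1953 of the reverse kind, where independent lists of these sizes would share 501 and 446. Both comparisons contain the same 3 Acads+/+ HF arrays, on opposite sides. In 100 simulations of unchanged groups that share these arrays a mean of 0.01 probes passed in both. These groups hold no deviation of the shared arrays, so the simulations do not test one. The shared arrays are too few to be divided between the comparisons, so part or all of the excess may come from them. The overlap was 3489 probes with the methods' t-test unadjusted and 55 adjusted, 2806 with only the 25% of probes of highest signal, and 1818 with the main axis of variation within groups as a covariate, chosen after the data were seen.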

An examination of both sets of results revealed that they share 2551 genes or approximately 65% in common (Fig. 3A). On further evaluation, we discovered that 2550 of these genes were expressed in opposite direction in one result set versus the other, and with similar magnitude (Fig. 3B). For example, genes whose expression increased in wildtype controls as an effect of diet (HF vs. LF), were decreased in HF diet as an effect of genotype (*Acads−/−* vs. wildtype). This finding demonstrates that the response to HF diet in *Acads*-deficient mice yields transcriptional responses similar to those of wildtype *Acads+/+* animals on LF diet, i.e., that *Acads−/−* mice show a diminished response to HF diet.

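All 4383 shared probes went in opposite directions, and the median ratio of the sizes of the 2 fold changes was 1.03. The cytochrome c oxidase gene Cox8b was 2.91 higher by genotype (standard error 0.27, adjusted p = 0.000122 from limma) and fell by 2.90 with diet in Acads+/+ mice (standard error 0.27, adjusted p = 0.000138). Atp6v1b2, a subunit of the vacuolar proton pump, had −2.53 by genotype (standard error 0.35, adjusted p = 0.000453) and 2.33 by diet (standard error 0.35, adjusted p = 0.000795). Over all tested probes the fold changes had a covariance of −0.631, where simulated unchanged groups that share the arrays gave −0.0460. A deviation of the shared Acads+/+ HF arrays, whatever its cause, would also give opposite signs and like sizes.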

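The Acads−/− HF arrays were compared directly with the Acads+/+ LF arrays, a comparison added after the data were seen. With limma 5 of 16506 probes changed, 3 higher and 2 lower in Acads−/− HF mice, and 520 passed at unadjusted p. The SD of the fold changes over probes was 0.383, against 0.857 for genotype on HF diet and 0.821 for diet in Acads+/+ mice. Genes of complex I had a median of −2.00 to −0.84 on the Acads+/+ HF arrays and 0.00 to 0.14 on the Acads−/− HF arrays, relative to the mean of the Acads+/+ LF arrays. For neuropeptide precursors these ranges were −1.23 to −0.46 and −0.08 to −0.03, and for genes of CREB signaling 0.62 to 0.71 and −0.10 to 0.18. Without array 17973 of the Acads−/− HF group 200 probes changed, and without array 18020 of the Acads+/+ LF group 8. The paper concludes that Acads−/− mice have a diminished response to HF diet. It draws this from the opposite changes by genotype and by diet. It also draws on the fewer genes changed by diet in Acads−/− than in Acads+/+ mice.

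**Figure D1:**
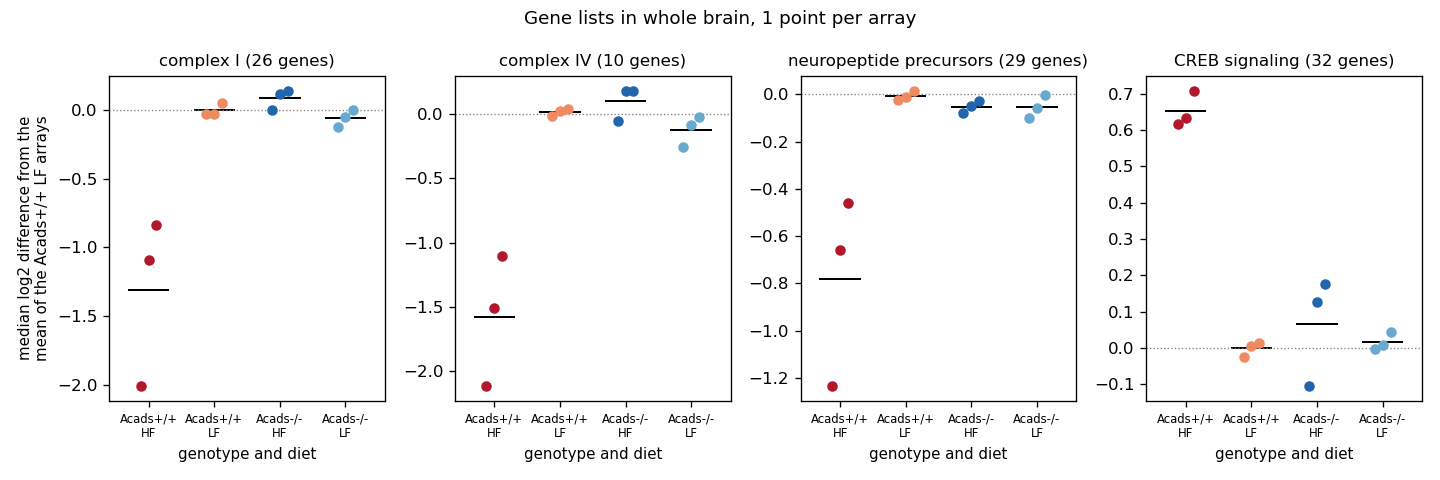
Median log2 difference of the members of 4 gene lists from the mean of the Acads+/+ LF arrays, for each of the 12 whole-brain arrays by genotype and diet. Each point is 1 array and each line the mean of 3 arrays. The Acads+/+ HF arrays lie apart from those of the other groups.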

**Figure 3:**
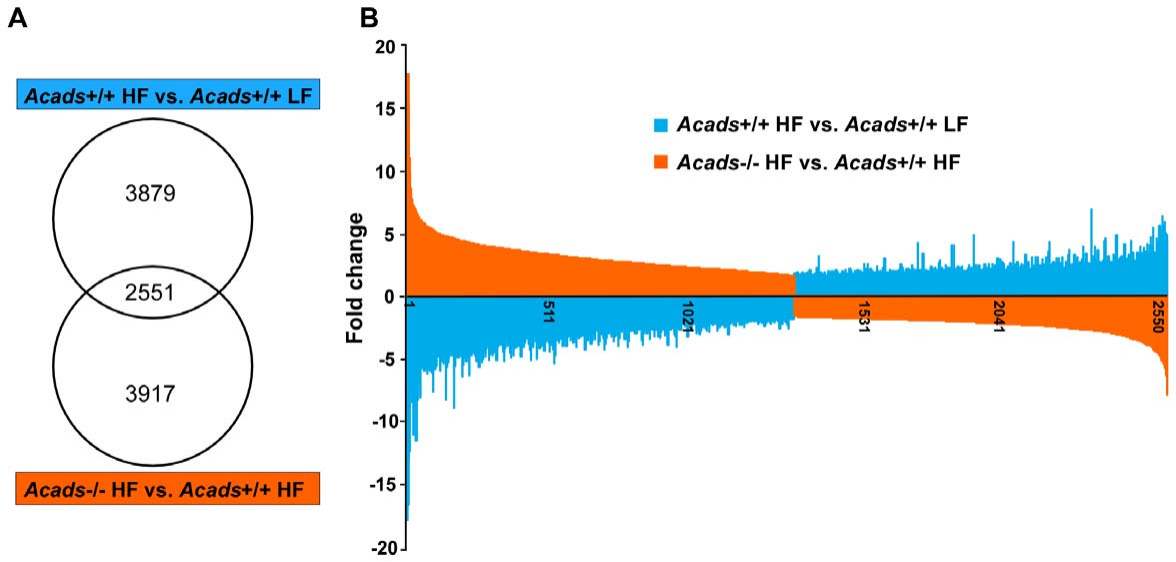
Transcriptional responses of *Acads−/−* mice fed HF diet are similar to those of *Acads+/+* mice fed LF diet. A: Comparison of statistically significant responses from HF *Acads−/−* vs. HF *Acads+/+* (genotype effects) and from HF *Acads+/+* vs. LF *Acads+/+* mice (diet effects) revealed that 2551 genes or approximately 65% were differentially expressed in both experimental comparisons (X-axis). B: All but one of the 2551 genes were expressed in opposite direction, as indicated (blue vs. tan color), and with similar magnitude of change (Y-axis).

An alternative hypothesis is that *Acads−/−* on LF diet show a HFD-like transcriptome. However, an examination of the result sets for two comparisons: *Acads−/−* HF to LF diet (281 genes) and *Acads+/+* HF to LF (3879) genes revealed only 41 genes in common (results not shown). Of these, only 23 genes showed increased expression in both wildtype and mutant animals as a result of HF diet, lending minimal support to this hypothesis.

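The fold changes with diet of the 2 genotypes, which share no arrays, had r = 0.00279 over the 16506 tested probes. Among genes that changed with HF diet in Acads+/+ mice, Npy, Gal and Cartpt had 0.19, 0.08 and 0.10 in Acads−/− mice (adjusted p = 0.848, 0.931 and 0.920 from limma). Ndufa3 of complex I had 0.16, Sdha of complex II −0.27 and Uqcr10 of complex III 0.24 (adjusted p = 0.871, 0.691 and 0.753).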

### Ingenuity canonical pathway analysis

Ingenuity Pathway Analysis (IPA) was used to further organize the differentially expressed genes into functionally annotated pathways and networks. The most significant pathways affected by either genotype or dietary fat are shown in Fig. 4. Two comparisons (*Acads−/−*HF vs *Acads+/+*HF and *Acads+/+*HF vs *Acads+/+*LF) shared the same three top-scoring pathways including oxidative phosphorylation, mitochondrial dysfunction, and CREB signaling in neurons. 

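Of 26 genes of complex I 21 rose and 1 fell in Acads−/− against Acads+/+ mice on HF diet, with a median log2 fold change of 1.42 (adjusted p = 1.27e-09 with camera; adjusted p = 0.394 with an estimated correlation). Ndufb3 was 2.43 higher (standard error 0.25, adjusted p = 0.000154 from limma) and Ndufa1 2.19 (standard error 0.27, adjusted p = 0.000268). Of 10 genes of complex IV 8 rose and 0 fell (9 and 0 when adjusted over the list alone), with a median of 1.62 (adjusted p = 4.90e-07 with camera; adjusted p = 0.394 with an estimated correlation), among them Cox7a1 with 2.56 (standard error 0.21, adjusted p = 0.000120) and Cox6b2 with 2.45 (standard error 0.29, adjusted p = 0.000230). Of 7 genes of complex III 3 rose and 1 fell, with Uqcr11 2.29 higher (standard error 0.26, adjusted p = 0.000198) and Uqcr10 2.25 (standard error 0.23, adjusted p = 0.000152). Complex III did not pass camera (adjusted p = 0.190) except under median scaling, with a median of 0.61 (adjusted p = 0.00296). In genomic span the median was 7744 bases for complex I, 3825 for complex III and 2229 for complex IV. After the trend on span was removed from each array, chosen after the data were seen, 20 genes of complex I rose and 2 fell, and 8 of complex IV rose and 0 fell (adjusted p = 4.97e-09 and 2.51e-05 with camera and adjusted p = 0.476 for both with an estimated correlation).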

The oxidative phosphorylation pathway includes mitochondrial complex genes such as NADH dehydrogenases, succinate dehydrogenase, cytochrome c oxidases (COX) and ATP synthases, as well as ubinquinol-cytochrome c reductases and ATPases. The mitochondrial dysfunction pathway contains glutathione, glutaredoxin, and glutathione reductase. 

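Of 25 genes of glutathione and antioxidant metabolism 8 rose and 4 fell in Acads−/− against Acads+/+ mice on HF diet (9 and 4 when adjusted over the list alone), with a median log2 fold change of 0.31. The catalase gene Cat had −1.87 (standard error 0.22, adjusted p = 0.000208 from limma). The glutathione S-transferase gene Gstp1 was 1.25 higher (standard error 0.29, adjusted p = 0.00603) and the superoxide dismutase gene Sod1 1.18 (standard error 0.19, adjusted p = 0.000798). The list passed camera (adjusted p = 0.0445; adjusted p = 0.540 with an estimated correlation), but not with the median over all probes of a gene (adjusted p = 0.0594), nor without array 17873, 17956, 18018 or 18022 of the HF groups (adjusted p = 0.0601, 0.0803, 0.0651 and 0.0878). Its median genomic span was 12789 bases, and with the span trend removed the adjusted p was 0.177.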

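Of 32 genes of CREB signaling 2 rose and 15 fell in Acads−/− against Acads+/+ mice on HF diet, and 15 did not pass, with a median log2 fold change of −0.73 (adjusted p = 0.00113 with camera; adjusted p = 0.394 with an estimated correlation). Gnao1, a G protein alpha subunit, had −1.63 (standard error 0.23, adjusted p = 0.000442 from limma), the phosphoinositide kinase gene Pik3ca −1.59 (standard error 0.21, adjusted p = 0.000330) and the protein kinase C gene Prkcb −1.52 (standard error 0.31, adjusted p = 0.00318). With HF diet in Acads+/+ mice 14 of the CREB signaling genes rose and 0 fell (16 and 0 when adjusted over the list alone), with a median of 0.69 (adjusted p = 0.000323 with camera; adjusted p = 0.401 with an estimated correlation). Of 13 glutamate receptor genes 2 rose and 4 fell by genotype, and the list did not pass camera (adjusted p = 0.323). Grm3 was 1.50 higher (standard error 0.23, adjusted p = 0.000712), and Grik5 and Gria1 had −1.38 (standard error 0.22, adjusted p = 0.000775) and −1.28 (standard error 0.20, adjusted p = 0.000864). Members of the CREB signaling list have a median genomic span of 92093 bases, and with the span trend removed 2 rose and 6 fell by genotype (adjusted p = 0.0808 with camera), and 6 rose and 1 fell with HF diet in Acads+/+ mice (adjusted p = 0.0432 with camera and adjusted p = 0.404 with an estimated correlation).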

The CREB signaling in neurons pathway ranked 3^rd^ highest, encompassing differentially expressed genes such as adenylate cyclases, cAMP responsive element binding protein 5 (CREB5), guanine nucleotide binding proteins, glutamate receptors, MAPK, phosphoinositide kinases, and protein kinase C. In total, 142 pathways were significantly affected by genotype in HF diet, compared with only 2 in LF diet. Three pathways were significantly affected by fat level in *Acads−/−* mice (androgen and estrogen metabolism; riboflavin metabolism; oxidative phosphorylation), in contrast to 114 pathways in *Acads+/+* mice.

**Figure 4:**
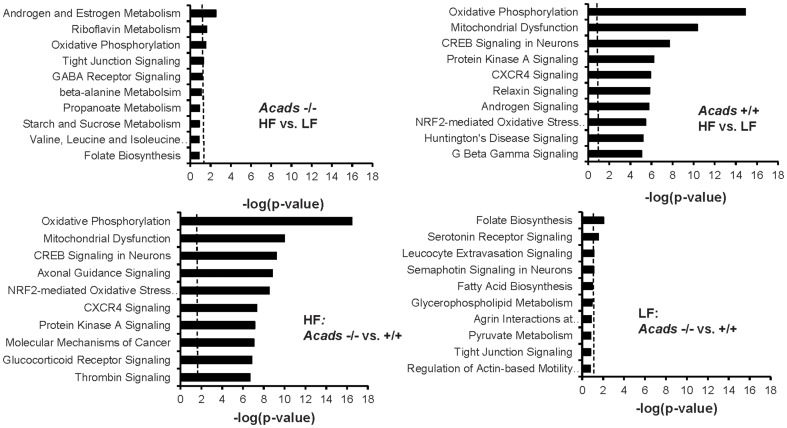
Top ten pathways disturbed in brain by *Acads* genotype and dietary fat. Classification of differentially expressed genes (DEG) according to the top ten pathways most significantly affected by *Acads* genotype or dietary fat level in the brain using Ingenuity Pathways Analysis (IPA). Bars indicate the likelihood [−log (*P*-value)] that the specific category was affected by *Acads* deficiency or dietary fat level compared with others represented in the list of DEG. The vertical dotted line represents the threshold value for significance of *P*<0.05 (1.301 −log scale).

### AMP-activated protein kinase (AMPK) related genes

Pathway analysis of our microarray results revealed that AMPK signaling was significantly (5.93×10^−4^) altered in two key experimental comparisons: HF *Acads−/−* vs. HF *Acads+/+* and *Acads+/+* HF vs. LF *Acads+/+*. A set of 18 significantly regulated genes known to act in concert with AMPK are shown in Table 2. For example, gene expression of *Stk32c*, an upstream activator of AMPK as well as *Prkag1*, the protein kinase AMP-activated gamma 1 non-catalytic subunit for AMPK, were increased in HF *Acads−/−* compared to HF *Acads+/+* but were decreased in HF *Acads+/+* vs. LF *Acads+/+*. 

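Of 16 tested genes of Table 2, 1 rose and 11 fell in Acads−/− against Acads+/+ mice on HF diet, with a median log2 fold change of −0.90, and 11 rose and 1 fell with HF diet in Acads+/+ mice, with a median of 0.85. The study chose these genes on these arrays, so the counts are not independent evidence. The acetyl-CoA synthetase gene Acss2 had −1.75 by genotype (standard error 0.28, adjusted p = 0.000845 from limma) and 1.40 by diet (standard error 0.28, adjusted p = 0.00303), and the anchoring protein gene Akap5 −1.33 by genotype (standard error 0.24, adjusted p = 0.00161). Of these genes 11 have a genomic span in the reference, with a median of 91330 bases, of which 1 rose and 7 fell by genotype, and 1 and 3 with the span trend removed. By diet 7 of them rose and 1 fell, and 5 and 1 with the span trend removed.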

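The kinase gene Stk32c was 1.50 higher in Acads−/− than in Acads+/+ mice on HF diet (standard error 0.24, adjusted p = 0.000889 from limma) and fell by 1.46 with HF diet in Acads+/+ mice (standard error 0.24, adjusted p = 0.00123). Prkag1, the gamma 1 subunit of AMPK, had 0.32 by genotype (standard error 0.13, adjusted p = 0.0693) and −0.35 by diet (standard error 0.13, adjusted p = 0.0515), and passed neither test.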

The activation of AMPK stimulates fatty acid oxidation by inactivating acetyl-CoA carboxylase, and we observed that *Acaca* (acetyl-CoA carboxylase alpha) expression was significantly decreased in HF *Acads−/−* vs. HF *Acads+/+*. These gene expression changes suggest that in *Acads*-deficient animals, a perceived deficit in the amount of energy obtained from dietary fat activates the cellular energy sensor AMP-activated protein kinase pathway [17]. By contrast, each of these genes in wildtype controls (HF vs. LF) is expressed in opposite direction demonstrating once again that HF *Acads−/−* mice respond to HF diet in a manner similar to wildtype controls on LF diet.

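Acaca had a log2 fold change of −0.96 in Acads−/− against Acads+/+ mice on HF diet (standard error 0.18, adjusted p = 0.00205 from limma). Of 18 genes of fatty acid synthesis 1 rose and 11 fell, with a median of −0.79 (adjusted p = 0.00592 with camera; adjusted p = 0.394 with an estimated correlation). The desaturase gene Scd1 had −2.04 (standard error 0.45, adjusted p = 0.00426), the ATP citrate lyase gene Acly −1.37 (standard error 0.27, adjusted p = 0.00265) and the fatty acid synthase gene Fasn −1.15 (standard error 0.14, adjusted p = 0.000267). Of these genes 17 have a genomic span in the reference, with a median of 25594 bases, of which 10 fell and 1 rose, and 8 and 0 with the span trend removed (adjusted p = 0.0196 with camera and adjusted p = 0.476 with an estimated correlation).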

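The difference between the genotypes in the effect of diet was 1.70 for Stk32c (standard error 0.34, adjusted p = 0.00725 from limma) and −1.86 for Acss2 (standard error 0.40, adjusted p = 0.00909). Over the tested genes of Table 2 it was positive for 1 and negative for 12 (1 and 13 when adjusted over the list alone), with a median of −0.96. The study chose these genes on these arrays, so these counts are not independent evidence. Acaca had 0.74 by diet in Acads+/+ mice (standard error 0.18, adjusted p = 0.00842), which fell below the minimum fold without array 18022 of the Acads+/+ HF group (0.56).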

**Table 2:** Differentially expressed AMP-kinase related genes in microarray of brain.

			*Acads−/−*HF vs *Acads+/+*HF		*Acads+/+* HF vs *Acads+/+*LF	
Probe ID	Gene Symbol	Gene Name	Fold change	*P* value	Fold change	*P* value
**Stk11 (upstream activator of AMPK):**						
880933	Stk32c	serine/threonine kinase 32C	2.82	0.0292	−2.74	0.0347
437305	Stk38	serine/threonine kinase 38	−5.72	0.0295	5.19	0.0181
561884	Stk11ip	serine/threonine kinase 11 interacting protein	−1.36	0.0446	1.50	0.0250
773189	Stk38l	serine/threonine kinase 38 like	−1.54	0.0140	1.50	0.0168
342708	Stk10	serine/threonine kinase 10	−1.64	0.0182	1.44	0.0329
**AMPK:**						
861185	Prkag1	protein kinase, AMP-activated, gamma 1 non-catalytic subunit	1.25	0.0467	−1.28	0.0175
776294	Ampd3	AMP deaminase 3	−5.51	0.0100	4.45	0.0214
470378	Akap8	A kinase (PRKA) anchor protein 8	−1.96	0.0258	1.95	0.0251
558457	Akap6	A kinase (PRKA) anchor protein 6	−1.81	0.0053	1.81	0.0059
866474	Akap5	A kinase (PRKA) anchor protein 5	−2.52	0.0243	1.64	0.0201
729846	Prkar1b	protein kinase, cAMP dependent regulatory, type I beta	−1.57	0.0304	1.86	0.0186
743151	Prkar2b	protein kinase, cAMP dependent regulatory, type II beta	−1.89	0.0048	1.79	0.0378
423852	Acss2	acyl-CoA synthetase short-chain family member 2	−3.37	0.0172	2.64	0.0069
655175	Creb5	cAMP responsive element binding protein 5	−1.96	0.0017	2.29	0.0093
532068	Arpp21	cyclic AMP-regulated phosphoprotein, 21	−1.96	0.0046	2.33	0.0074
304484	Rapgef4	Rap guanine nucleotide exchange factor (GEF) 4	−1.84	0.0418	2.07	0.0387
814684	Akap6	A kinase (PRKA) anchor protein 6	−4.29	0.0458	1.81	0.0059
**ACC (downstream target of AMPK):**						
438015	Acaca	acetyl-Coenzyme A carboxylase alpha	−1.94	0.0263	1.67	0.0612

Positive fold change indicates increased expression, negative value indicates decreased expression in the first strain of the comparison. Genes were selected based on a significance level of *P*<0.05. Stk11, serine/threonine kinase 11 (synonym Lkb1); AMPK, adenosine monophosphate-activated protein kinase; ACC, acetyl-CoA carboxylase.

### Increased hypothalamic pAMPK in Acads−/− mice fed HF diet

The integration of extracellular hormonal and nutrient signals involves hypothalamic AMPK activity, a key signal in the response to changes in energy balance [17]–[18] including consumption of high-fat diet [19]. Immunoblot analysis of hypothalamic tissue showed enhanced AMP kinase activity as evidenced by a 20% increase in (Thr-172) phosphorylation of the AMPK protein in *Acads*-deficient mice fed HF diet for 2 d, compared with controls (Fig. 5).

**Figure 5:**
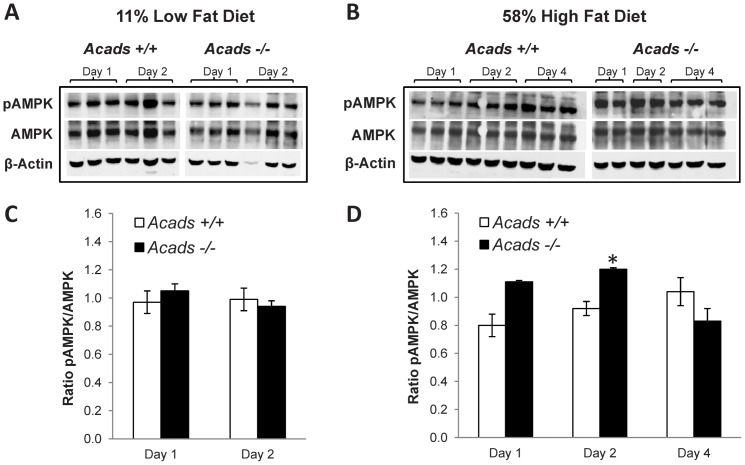
Effects of diet, genotype and day on pAMPK in the hypothalamus. On low-fat diet, there was no effect of genotype on pAMPK level in hypothalamus (A, C). On Day 2 of high-fat diet, *Acads−/−* mice showed increased pAMPK levels compared to *Acads+/+* mice (B, D). Representative immunoblots for total AMPK, pAMPK, and beta actin are shown. *n* = 2–3 per genotype and day. *P<0.05 vs. *Acads+/+*.

### Neuropeptide and neurotransmitter genes

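Of 29 genes of neuropeptide precursors 16 rose and 2 fell in Acads−/− against Acads+/+ mice on HF diet, with a median log2 fold change of 0.88 (adjusted p = 8.32e-05 with camera; adjusted p = 0.394 with an estimated correlation). Npb, neuropeptide B, was 2.30 higher (standard error 0.47, adjusted p = 0.00298 from limma), oxytocin, Oxt, 1.89 (standard error 0.25, adjusted p = 0.000367) and Tac2, the precursor of neurokinin B, 1.85 (standard error 0.24, adjusted p = 0.000292). Pomc had −0.28 (standard error 2.38, adjusted p = 0.933), and its log2 signal had an SD of 4.80 between the Acads+/+ LF arrays and 4.49 between the Acads−/− LF arrays. The pituitary genes Gh and Cga had SDs of 6.65 and 5.08 between the Acads+/+ LF arrays and 5.27 and 4.15 between the Acads−/− LF arrays. The pituitary markers had a median of −3.66 with HF diet in Acads+/+ mice and did not pass camera (adjusted p = 0.148). Mean log2 signals of Gh were lower on HF diet in both genotypes, 8.67 against 12.3 in Acads+/+ and 8.68 against 13.8 in Acads−/− mice. With HF diet in Acads+/+ mice 2 of the precursors rose and 16 fell, with a median of −0.88 (adjusted p = 1.09e-05 with camera; adjusted p = 0.401 with an estimated correlation), and vasopressin, Avp, fell by 2.06 (standard error 0.25, adjusted p = 0.000286). Of 10 hypothalamus markers, some of them precursors, 5 rose and 0 fell by genotype, with a median of 1.14 (adjusted p = 0.000947 with camera; adjusted p = 0.394 with an estimated correlation). The precursors have a median genomic span of 5699 bases, and with the span trend removed 10 rose and 5 fell by genotype (adjusted p = 0.0808 with camera), and 3 rose and 10 fell with HF diet in Acads+/+ mice (adjusted p = 0.0432 with camera and adjusted p = 0.490 with an estimated correlation). Of the hypothalamus markers 5 rose and 0 fell by genotype with the span trend removed (adjusted p = 0.0437 with camera and adjusted p = 0.476 with an estimated correlation).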

Pathway analysis uncovered statistically significant changes in expression of neuropeptide and neurotransmitter genes known to play a role in the regulation of food intake (Table 3). Most of these transcripts were expressed in opposite direction and with similar magnitude, i.e., expression was increased when comparing HF-fed mutant to HF-fed wildtype, and decreased in wildtype controls on LF (relative to wildtype on HF). For example, gene expression of the orexigenic peptides *Npy* (neuropeptide Y) and *Gal* (galanin) was increased in HF-fed *Acads−/−* mice compared with *Acads+/+* (Table 3). 

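Table 3 has 27 genes and 19 were tested, of which 8 rose and 7 fell in Acads−/− against Acads+/+ mice on HF diet, and 6 rose and 6 fell with HF diet in Acads+/+ mice (7 and 6 when adjusted over the list alone). The study chose these genes on these arrays, so the counts are not independent evidence. The D-dopachrome tautomerase gene Ddt was 1.92 higher by genotype (standard error 0.24, adjusted p = 0.000287 from limma) and fell by 1.60 with diet (standard error 0.24, adjusted p = 0.000795).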

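Npy was 1.77 higher in Acads−/− than in Acads+/+ mice on HF diet (standard error 0.27, adjusted p = 0.000727 from limma). Its log2 signal was 14.72 to 15.98 on the Acads+/+ HF arrays, 17.30 to 17.53 on the Acads+/+ LF arrays, 17.28 to 17.32 on the Acads−/− HF arrays and 16.98 to 17.30 on the Acads−/− LF arrays. Gal was 1.66 higher (standard error 0.23, adjusted p = 0.000460), and Hcrt, the precursor of the orexins, 1.74 (standard error 0.33, adjusted p = 0.00192). In Acads+/+ mice Npy fell by 1.91 with HF diet (standard error 0.27, adjusted p = 0.000584), Gal by 1.58 (standard error 0.23, adjusted p = 0.000684) and Hcrt by 1.91 (standard error 0.33, adjusted p = 0.00139).

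**Figure D2:**
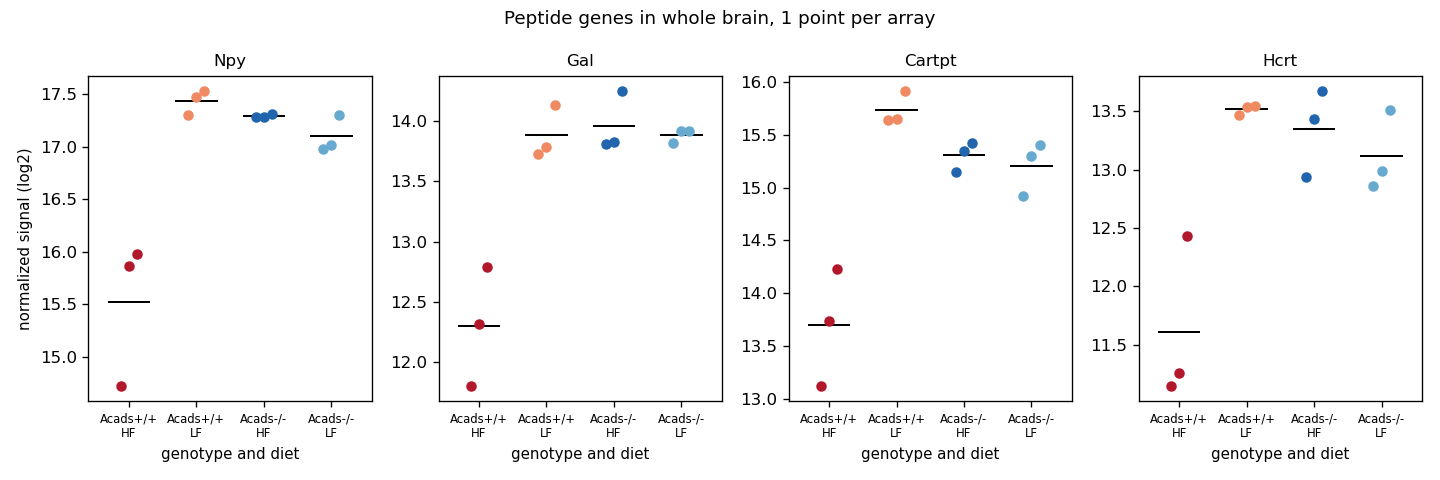
Normalized log2 signal of Npy, Gal, Cartpt and Hcrt on each of the 12 whole-brain arrays by genotype and diet. Each point is 1 array and each line the mean of 3 arrays. The Acads+/+ HF arrays lie lowest for Npy.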

The increased expression of *Cart* (cocaine- and amphetamine-regulated transcript) in HF-fed *Acads−/−* mice is surprising, but is consistent with evidence for an orexigenic role of this neuropeptide [20]–[23]. In addition, other genes involved in the control of food intake were differentially expressed such as *Nts* (neurotensin), *Gabbr1* (gamma-aminobutyric acid B receptor, 1), several genes related to GABA-A receptor activity (7 genes), dopamine (6 genes), and opioids (3 genes) (Table 3). 

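Cartpt was 1.61 higher in Acads−/− than in Acads+/+ mice on HF diet (standard error 0.25, adjusted p = 0.000712 from limma). It fell by 2.04 with HF diet in Acads+/+ mice (standard error 0.25, adjusted p = 0.000298), and the difference between the genotypes in the effect of diet was 2.13 (standard error 0.35, adjusted p = 0.00321).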

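Nts was 1.40 higher in Acads−/− than in Acads+/+ mice on HF diet (standard error 0.22, adjusted p = 0.000862 from limma), and Gabbr1 had −2.13 (standard error 0.20, adjusted p = 0.000122). With HF diet in Acads+/+ mice Nts fell by 1.36 (standard error 0.22, adjusted p = 0.00119). Of 8 genes of GABA-A receptor subunits 6 fell and 0 rose by genotype, with a median of −0.74 (adjusted p = 0.0251 with camera; adjusted p = 0.394 with an estimated correlation). Gabra3 had −1.26 (standard error 0.19, adjusted p = 0.000597), Gabra2 −1.11 (standard error 0.22, adjusted p = 0.00295) and Gabra6 −1.10 (standard error 0.22, adjusted p = 0.00274). The subunit genes have a median genomic span of 160403 bases, and with the span trend removed 4 fell and 0 rose (adjusted p = 0.242 with camera).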

Results for *Agrp* and *Ghrelin* were not obtained in this microarray analysis because they did not meet the signal/noise ratio specification.

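The probe of Ghrl, ghrelin, lay below the signal filter. Over all probes its log2 fold change was −0.53 between Acads−/− and Acads+/+ mice on HF diet (standard error 0.56, adjusted p = 0.566 from limma) and 0.11 between HF and LF diet in Acads+/+ mice (standard error 0.56, adjusted p = 0.922).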

**Table 3:** Differentially expressed neuropeptide and neurotransmitter genes in microarray of brain.

		*Acads−/−*HF vs *Acads+/+*HF		*Acads+/+* HF vs *Acads+/+*LF	
Gene or related gene name	Gene symbol	Fold change	*P*-value	Fold change	*P*-value
Neuropeptide Y	Npy	3.41	0.0477	−3.77	0.0380
CART	Cart	3.05	0.0311	−4.10	0.0177
Hypocretin (Orexin)	Hcrt	3.33	0.0331	−3.75	0.0434
Galanin	Gal	3.16	0.0141	−2.99	0.0179
Serotonin	Fcgr3	1.84	0.0312	−1.53	0.0469
Neuropeptide W	Npw	2.72	0.0182	−2.64	0.0202
Neurotensin	Nts	2.65	0.0260	−2.57	0.0347
MCH	Ddt	3.78	0.0127	−3.03	0.0364
GABA	Gabbr1	−4.37	0.0041	2.64	0.0012
	Gabra1	−1.96	0.0022	1.84	0.0000
	Gabrb1	−1.28	0.0459	1.38	0.0024
	Gabrb2	−2.15	0.0164	1.71	0.0439
	Gabrg2	−1.62	0.0090	1.83	0.0038
	Gabrb3	−2.00	0.0074	1.98	0.0178
	Gabra3	−2.39	0.0041	1.94	0.0092
	Gabarapl1	−2.54	0.0195	2.35	0.0192
	Slc32a1	−2.02	0.0054	2.14	0.0012
	Slc6a11	−1.49	0.0205	1.59	0.0200
Dopamine	Gnao1	−3.10	0.0135	2.53	0.0293
	Sncaip	−3.08	0.0428	1.63	0.0455
	Nsg2	−1.91	0.0107	1.74	0.0020
	Aldh5a1	−1.81	0.0168	1.63	0.0402
	Adcy5	−1.78	0.0224	2.05	0.0203
	Adora2a	1.37	0.0001	−1.30	0.0224
Opioid	Klf16	1.40	0.0264	−1.45	0.0103
	Opcml	2.70	0.0240	−2.62	0.0148
	Ogfrl1	−1.75	0.0432	2.07	0.0252

Transcriptional responses of *Acads−/−* mice fed HF diet were similar to those of *Acads+/+* mice fed LF diet. Fold change indicates positive (increased) or negative (decreased) expression, relative to the first strain of the comparison. Genes were selected based on a significance level of *P*<0.05 and ≥1.6-fold change in expression, i.e., ratio of the normalized signal intensity.

### Real-time RT-PCR validation of microarray results in hypothalamus

Using quantitative RT-PCR in hypothalamus, we examined a subset of fatty acid metabolism genes that were differentially expressed in the microarrays, as well as some neuropeptide genes (Table 4). Several genes involved in fatty acid beta-oxidation were coordinately down-regulated in HF-fed *Acads*-deficient mice compared to wildtype. Significantly decreased expression was found for *Cox8b* (cytochrome c oxidase, subunit VIIIb), an enzyme of the mitochondrial respiratory chain; UCP3 a mitochondrial uncoupling protein; *Acox1* and *Cpt1c* encoding beta-oxidation enzymes; *Acaca* (acetyl-CoA carboxylase alpha), and *Fasn* (fatty acid synthase), and *Mlycd* (malonyl-CoA decarboxylase) which are involved in fatty acid biosynthesis. *Creb5* is a cAMP-responsive transcription factor with a newly described role in the regulation of hypothalamic metabolism [24] and energy regulation [25]. Approximately one-half of the qPCR results confirmed those of the microarray analysis (Table 4). Although changes in RNA expression do not necessarily correspond to changes in protein expression, the overall pattern of these related genes suggests a functional change.

**Table 4:** Quantitative RT-PCR for neuropeptide and energy sensing genes in hypothalamus.

Experimental comparison:		*Acads−/−*HF vs *Acads+/+*HF		*Acads+/+* HF vs *Acads+/+*LF	
		Fold change	*P*-value	Fold change	*P*-value
Neuropeptides	Agrp	1.06	0.846	−1.42	0.049
	Cart	−1.34	0.227	1.05	0.834
	Npy	−1.09	0.581	−1.22	0.161
	Pomc	−1.46	0.011	1.08	0.722
Energy status	Acaca	−1.31	0.004	−1.17	0.331
	Acox1	−1.21	0.033	−1.07	0.353
	Cox8b	−1.58	0.015	−1.12	0.530
	Cpt1c	−1.06	0.178	−1.01	0.781
	Creb5	−1.07	0.455	−1.02	0.887
	Fasn	−1.30	0.014	1.10	0.249
	Mlycd	−1.27	0.014	1.04	0.748
	Prkag1	−1.05	0.108	1.10	0.144
	Ucp3	−1.12	0.089	−1.05	0.476

Quantitative RT-PCR for selected genes was performed on twelve hypothalamus samples per condition, reactions were done in triplicates. Delta Ct values were determined relative to the Ct value for *Ppia* in the same sample. *P*-values were obtained by performing two-tailed Student's *t*-test on delta Ct values.

The downstream effects of phosphorylated AMPK may be expressed through changes in neuropeptide signaling, therefore we examined orexigenic agouti-related peptide (*Agrp*) and neuropeptide Y (*Npy*) and anorexigenic pro-opiomelanocortin (*Pomc*) and cocaine- and amphetamine-regulated transcript (*Cart*). Using real-time RT-PCR, we observed significant reductions in the anorexigenic peptide *Pomc* in HF fed *Acads−/−* compared with HF *Acads+/+* mice (*P*<0.05) (Table 4), suggesting a compensatory response to negative energy balance in *Acads*-deficient mice. This result contrasts with the significantly decreased expression of orexigenic *Agrp* in wildtype animals (*P*<0.05) (Table 4), which may represent a compensatory response to the positive energy balance associated with acute exposure to HF diet [26].

### PANTHER analysis identified diet-regulated chemosensory processes

We also used PANTHER Analysis to identify processes that were overrepresented in GO Biological Process categories, but not portrayed by pathway analysis tools (Table 5). The reported *P* value was based on the number of differentially expressed genes obtained versus the number that would be expected. Calculation of the number of genes expected was based on 281 genes in *Acads−/−* and 3917 genes in *Acads+/+* mice. Of note, diet-regulated biological processes such as chemosensory perception and olfaction were under-represented in *Acads+/+* mice and by contrast, over-represented in the *Acads−/*− mice, including G-protein signaling, the the primary sensing mechanism for vision, taste and smell. 

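The paper's PANTHER counts rest on another set of genes than the one used here. Of 734 olfactory receptor genes with a probe 101 lay above the signal filter, among 8746 named genes tested. In Acads−/− mice none changed with diet at adjusted p with limma over all probes, and 5 fell and 1 rose when adjusted over the list alone. At unadjusted p 34 passed, 30 lower and 4 higher on HF diet, 33.7% of the receptors against 3.17% of other genes (expected 3.56; Fisher's exact test, adjusted p = 3.26e-23 over 48 tests). That test takes the receptors as independent, and the list did not pass with an estimated correlation (adjusted p = 0.955 with camera). Relative to the Acads+/+ LF mean, the receptor median was −0.14, −0.37 and 0.10 on Acads−/− HF arrays 17873, 17956 and 17973. On the Acads−/− LF arrays it was 0.21 to 0.50. Arrays 17873 and 17956 had the lowest median signals of all brain arrays, 1029 and 976. The Acads+/+ HF arrays, with higher median signals, had −0.92 to −0.48, and an effect of array signal was not tested. In Acads+/+ mice 36 changed with HF diet at adjusted p, against 33.7 expected (Fisher's exact test, adjusted p = 0.976), 35 of them downward, 34.7% of the receptors against 14.1% of other genes (adjusted p = 1.17e-06), and 1 upward, with a median log2 fold change of −0.68 (adjusted p = 2.26e-09 with camera; adjusted p = 0.419 with an estimated correlation). Olfr545, for which 1 Acads+/+ HF array lay at the raised floor, fell by 2.67 (standard error 0.57, adjusted p = 0.00425). The receptor genes have a median genomic span of 945 bases, and with the span trend removed 11 rose and 4 fell with diet in Acads+/+ mice (adjusted p = 0.636 with camera).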

Sensory organs provide information that allows animals to effectively identify foods that have been associated with both positive and negative internal consequences. One possible interpretation of these results is that chemosensory pathways were invoked in *Acads−/−* mice to support associative learning about the negative internal consequences of HF diet, i.e., incomplete oxidization and reduced energy availability.

**Table 5:** Results of PANTHER analysis for olfactory and sensory genes.

*Acads−/−* HF vs LF					
	Mouse	Genes	Genes		
Biological Process	AB genes	Obtained	Expected	Represented	*P*-value
G-protein mediated signaling	1251	27	10.36	+	1.07E-03
Chemosensory perception	463	15	3.83	+	1.28E-03
Olfaction	457	15	3.78	+	1.51E-03
Sensory perception	873	17	7.23	+	3.21E-02

*Acads+/+* HF vs LF					
	Mouse	Genes	Genes		
Biological Process	AB genes	Obtained	Expected	Represented	*P*-value
G-protein mediated signaling	1251	115	183.20	-	3.94E-06
Chemosensory perception	463	24	67.80	-	8.46E-08
Olfaction	457	22	66.92	-	2.38E-08
Sensory perception	873	57	127.84	-	2.24E-11

PANTHER Analysis was used to identify processes that were overrepresented in Gene Ontology Biological Process categories. The reported *P* value was based on the number of differentially expressed genes obtained versus the number that would be expected. Calculation of the number of genes expected was based on 281 genes in *Acads−/−* and 4014 genes in *Acads+/+* mice.

Our data have identified the brain molecular pathways and genes that respond to fat intake in mice with a genetic inactivation of *Acads*, encoding short-chain acyl-CoA dehydrogenase (SCAD). The lack of functional SCAD enzyme in *Acads−/−* mice results in the impaired oxidation of short-chain fatty acids, as demonstrated by the significantly higher levels of C4 and C5 acylcarnitines in plasma of SCAD deficient mice (Fig. 1). Using a whole genome array, changes in gene expression were evaluated in mutant or wildtype mice at 2 d after initiating experimental HF or LF diets. The top three pathways affected by diet or genotype were oxidative phosphorylation, mitochondrial dysfunction, and CREB signaling in neurons. For the majority of genes that map to these pathways, HF-fed *Acads*−/− mice diet displayed transcriptional responses similar to those of wildtype *Acads+/+* mice fed LF diet (Fig. 3). Specifically, genes involved in energy sensing, mitochondrial function and the peptidergic control of feeding behavior followed this pattern. In particular, an examination of the gene expression profile for energy sensing and AMPK-related genes suggests that the decreased beta-oxidation of short-chain fatty acids in *Acads*-deficient mice fed HF diet produces a condition of energy deficiency in the brain (Table 2). Further investigation in hypothalamus using quantitative RT-PCR confirmed the dysregulation of genes in these pathways. Western blotting showed increased hypothalamic AMP-kinase, a key protein in an energy-sensing cascade that responds to depletion of ATP.

Previously we demonstrated that in a diet choice paradigm *Acads−/−* mice, compared to *Acads+/+*, shifted consumption away from fat- and toward carbohydrate-containing diets, thus effectively preventing a reduction in total calories [8]. In particular, *Acads−/−* mice significantly reduced their self-selected fat intake on day two of diet selection providing the rationale for examining gene expression changes on day two after diet initiation in the present study. We hypothesized that gene expression changes at this time-point would reveal functionally important pathways mediating the behavioral feeding response to dietary fat.

The LF and HF experimental diets used in the current study are composed mainly of C12–C18 fatty acids (86–91%) and thus provide plenty of long-chain fatty acids for beta-oxidation. SCAD deficiency blocks only the beta oxidation of C4–C6 substrates, resulting in nearly normal amounts of acetyl-CoAs along with the accumulation of butyric acid. We speculate that the incomplete oxidation of short-chain fatty acids due to SCAD deficiency may have produced a small mitochondrial oxidative deficiency, consistent with a previous report of 20% lower acetyl-CoA levels in the brain of *Acads−/−* compared with *Acads+/+* mice [27].

Results from the microarray revealed the significant down-regulation of genes involved in the activation of AMP-kinase in *Acads−/−* mice compared with *Acads+/+* on HF diet, suggesting that impaired SCFA oxidation resulted in energy deficiency. 

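Of 18 genes of AMPK and its direct regulators 5 fell and 0 rose in Acads−/− against Acads+/+ mice on HF diet, with a median log2 fold change of −0.36, and the list did not pass camera (adjusted p = 0.269). Cab39, a scaffold protein of the upstream kinase LKB1, had −1.22 (standard error 0.23, adjusted p = 0.00184 from limma), Map3k7 −1.08 (standard error 0.25, adjusted p = 0.00573) and the pseudokinase gene Strada −0.99 (standard error 0.21, adjusted p = 0.00381). With HF diet in Acads+/+ mice 2 of the genes rose and 0 fell, among them Cab39 with 0.99 (standard error 0.23, adjusted p = 0.00595). Of the list 16 genes have a genomic span in the reference, with a median of 59058 bases, of which 0 rose and 4 fell by genotype, and 1 and 3 with the span trend removed.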

Because hypothalamic AMP-kinase is decreased in mice fed high-fat diet [19], we also examined the effects of *Acads* deficiency on hypothalamic AMPK in *Acads−/−* mice. We hypothesized that the reduced cellular energy leading to expression changes in AMPK-related and neuropeptide genes could ultimately be responsible for the altered macronutrient diet selection observed previously in *Acads−/−* mice [8].

The brain possesses a high density of mitochondria which are needed to provide energy to maintain cell functions [28]. Although the brain relies primarily on glucose metabolism for energy, it can also use ketones formed in the liver under conditions of low carbohydrate availability. Normally, cytosolic fatty acyl-CoAs taken up by mitochondria undergo beta-oxidation or are converted into various structural and signaling lipid molecules [29]. Inside the mitochondria, fatty acids undergo beta-oxidation in a process whereby acyl-CoA dehydrogenases, differing in their substrate specificity based on the fatty acid chain length, cleave two carbons at a time from acyl-CoA molecules starting at the carboxyl end, e.g., ACADS catalyzes the first step in the beta-oxidation of C_4_–C_6_ fatty acids. The two-carbon units of acetyl-CoA then enter the Krebs cycle and provide substrates for gluconeogenesis and ketogenesis. Although fatty acid oxidation in the brain is modest, it is important in determining the metabolic fate of fatty acids that have entered cerebral tissue [29]–[30].

Whether or not the observed transcriptional effects in the brain of *Acads−/−* mice were the result of *Acads* deficiency within or outside of the brain remains in question. The evidence for a primary role of fatty acid oxidation in ATP production in brain cells is quite scant. Nevertheless it remains possible that a very small amount of fatty acid beta-oxidation in the brain may function to generate energy [29], [31]–[33] in addition to other functions such as the synthesis and/or degradation of unique cellular lipids for neuronal function [34]. The fact that both ACADS mRNA and protein are expressed in several distinct brain nuclei [9] and that MCAD is highly expressed in neuronal axons and dendrites [34] suggests a primary role for beta-oxidation in ATP production in these cells. Moreover, fatty acid oxidation enzyme activity, although low, is measurable in whole brain; for example in SCHAD (short chain 3-hydroxyacyl-CoA dehydrogenase) knockout mice, enyzme activity was lost in an allele-specific manner with heterozygotes showing 50% of the activity of wildtype animals (Dr. Michael J. Bennett, personal communication). However, it is not yet known which cell types in the brain express these enzymes. Therefore clear evidence that brain cells use fatty acids as an oxidative source of energy production awaits future studies.

Pathway analysis identified oxidative phosphorylation as one of the top three pathways that were significantly activated by genotype in HF-fed mice (Fig. 4). The oxidative phosphorylation and electron transport carried out by the respiratory chain in the mitochondria is composed of five complexes that lead to the production of ATP. In our microarray study, expression of genes representing all five mitochondrial complexes was significantly altered by SCAD deficiency and HF diet. For example in HF *Acads−/−* vs. HF *Acads+/+* mice, we found significantly decreased expression of ATP synthase genes in mitochondrial complex 5 (Fig. 6A), thus providing evidence for decreased energy availability.

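With HF diet in Acads+/+ mice 21 genes of complex I fell and 1 rose (adjusted p = 8.19e-10 with camera; adjusted p = 0.419 with an estimated correlation), among them Ndufa5 with −2.37 (standard error 0.27, adjusted p = 0.000237 from limma). Of 3 genes of complex II 0 rose and 1 fell in Acads−/− against Acads+/+ mice on HF diet, and the list did not pass camera (adjusted p = 0.978). By diet in Acads+/+ mice 1 rose and 0 fell (adjusted p = 0.980 with camera). The gene that passed, Sdha, had −1.45 by genotype (standard error 0.21, adjusted p = 0.000490) and 1.29 by diet (standard error 0.21, adjusted p = 0.00103). Of complex IV 8 genes fell and 0 rose by diet, with a median of −1.64 (adjusted p = 1.14e-06 with camera; adjusted p = 0.401 with an estimated correlation), among them Cox7a1 with −2.29 (standard error 0.21, adjusted p = 0.000127). With the span trend removed 18 genes of complex I fell and 2 rose by diet (adjusted p = 3.28e-09 with camera and adjusted p = 0.404 with an estimated correlation), and 8 of complex IV fell and 0 rose (adjusted p = 6.69e-05 with camera and adjusted p = 0.404 with an estimated correlation).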

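Of 12 genes of the ATP synthase, complex V, 8 rose and 1 fell in Acads−/− against Acads+/+ mice on HF diet, with a median log2 fold change of 1.01 (adjusted p = 0.00113 with camera; adjusted p = 0.399 with an estimated correlation). Atp5e was 2.18 higher (standard error 0.27, adjusted p = 0.000256 from limma), Atp5g2 1.85 (standard error 0.23, adjusted p = 0.000266) and the inhibitory factor gene Atpif1 1.42 (standard error 0.28, adjusted p = 0.00229). By diet in Acads+/+ mice 7 fell and 1 rose, with a median of −1.02 (adjusted p = 0.00109 with camera; adjusted p = 0.455 with an estimated correlation). The list has a median genomic span of 7107 bases, and with the span trend removed 5 rose and 1 fell by genotype (adjusted p = 0.00698 with camera and adjusted p = 0.476 with an estimated correlation), and 1 rose and 5 fell by diet (adjusted p = 0.00626 with camera and adjusted p = 0.506 with an estimated correlation).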

**Figure 6:**
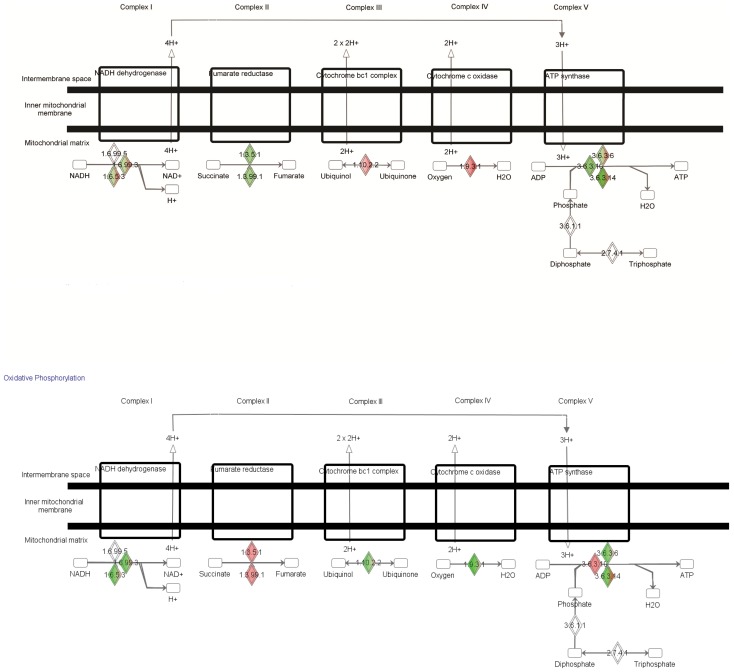
IPA analysis reveals oxidative phosphorylation pathway. Shown are the results from the IPA functional annotation after analysis of all the genes with a fold change value of equal or greater than 1.6 and *P* value of <0.05. Up-regulated genes are colored in red, down-regulated genes in green. The diamond shapes with both colors contain gene families in which some genes are up-regulated, and some are down-regulated. Overall, the oxidative phosphorylation pathway was the most significantly activated pathway in the brain of HF *Acads−/−* (ratio 0.414) vs. HF *Acads+/+*, and of HF *Acads+/+* vs. LF *Acads+/+* (ratio 0.393) mice. Notably in HF *Acads−/−* vs. HF *Acads+/+* mice, we found significantly decreased expression of ATP synthase genes in mitochondrial complex 5 (top panel), consistent with a state of decreased energy availability.

Mitochondrial oxidative phosphorylation and resulting ATP levels in the brain play a key role in the control of feeding. The observation of significant changes in gene expression of neuropeptides and transmitters in whole brain led us to examine hypothalamic expression of selected genes involved in the metabolic control of food intake. For example, proopiomelanocortin is the precursor of melanocortin peptides synthesized in the arcuate nucleus of the hypothalamus and is an important regulator of food intake. The reduced hypothalamic *Pomc* expression in *Acads*-deficient animals fed HF diet is reminiscent of the response to fasting [35] providing further evidence of decreased energy availability.

The gene expression results of the current study revealed an over-representation of the biological processes chemosensory perception and olfaction in *Acads−/−* mice as an effect of diet (Table 5). It is tempting to speculate that these pathways are involved in associative learning, e.g., that gene expression in the CNS was altered when the post-oral consequences of the diet were associated with their sensory characteristics in a memory forming process [36]. Learning about the energy consequences of food enables animals to detect and distinguish between food sources in subsequent encounters, both in the wild and in laboratory settings. We propose that the behavior of *Acads−/−* mice to avoid a fat-based diet and increase consumption of a carbohydrate-rich diet [8] may involve such learning.

## Conclusions

We found altered brain expression of genes involved in energy production and energy sensing. Remarkably, the subset of genes deregulated in HF-fed *Acads−/−* mice showed an expression pattern that strongly resembled that of *Acads+/+* mice on LF diet, in particular, genes involved in both oxidative phosphorylation and AMP-kinase signaling. The differential expression of brain peptide and transmitter genes known to control food intake suggest possible downstream targets leading to changes in feeding behavior (Fig. 7). Therefore these genes could be responsible for the altered feeding behaviors observed in *Acads−/−* mice.

**Figure 7:**
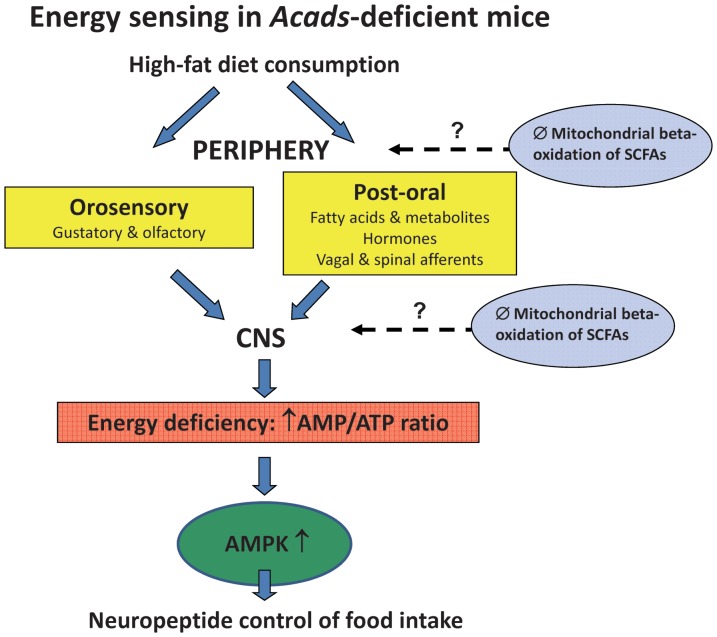
Energy-sensing in *Acads*-deficient mice. Schematic flow diagram showing possible neural processing of cues from incomplete oxidation of high-fat diet (HFD) leading to changes in food intake. In *Acads*-deficient mice, a lack of mitochondrial SCFA beta-oxidation has been demonstrated in both peripheral and central tissues [9] which could generate signals that contribute to energy-sensing mechanisms. Orosensory and post-oral signals generated in the periphery in response to HFD are integrated within the CNS, e.g., neurons within the hypothalamus respond to changes in energy availability. Impaired oxidation of SCFAs within the brain could also signal an energy deficiency. Hypothalamic AMPK is then activated by an increase in the AMP-to-ATP ratio, which reflects the energy status of the cell [37] and induces reciprocal modifications of neuropeptides expression and food intake [18]. Abbreviations: SCFA, short chain fatty acid; CNS, central nervous system; ATP, adenosine-5′-triphosphate; AMPK, adenosine monophosphate-activated protein kinase.

## Supporting Information

Figure S1 **Functional categories of genes with altered expression as a function of genotype or dietary fat.** Transcripts were sorted based on gene ontologies assigned in the MGI database version 3.0. The majority of diet-regulated genes in *Acads*-deficient mice (54.2%) fell into four categories: unknown (21.4%), signal transduction (13.9%), protein metabolism (10.0%), and developmental processes (8.9%), while those altered in *Acads*-replete mice (42.2%) were: transport (11.8%), developmental processes (10.3%), signal transduction (10.1%), and protein metabolism (10.0%). The majority of genes regulated by genotype on HF diet fell into categories of: transport (12%), developmental processes (10.6%), signal transduction (10.3%), and protein metabolism (10.1%). Those categories most affected by genotype with LF diet consisted of: unknown (36.4%), signal transduction (11.3), transport (8.0%), and developmental processes (5.8%).
(TIFF)

Table S1 **Macronutrient and fatty acid composition of the experimental diets.**
(DOC)

Table S2 **Primer sequences for quantitative RT-PCR.**
(DOC)

Table S3 **Analysis of variance results for acylcarnitines.**
(DOC)

Table S4 **Quantitative real-time RT-PCR validation in whole brain of microarray data for selected genes in the experimental comparison:** ***Acads−/−*** **HF vs.** ***Acads+/+*** **HF.**
(DOC)

Text S1 **Quantitative real-time RT-PCR validation of microarray data for selected genes.**
(DOC)

# Supplementary material for: Brain Transcriptional Responses to High-Fat Diet in Acads-Deficient Mice Reveal Energy Sensing Pathways
**Source:** PLoS One. 2012 Aug 22;7(8):e41709. doi: 10.1371/journal.pone.0041709
**Supplement:** Table S1 — Macronutrient and fatty acid composition of the experimental diets.

**Table S1:** Macronutrient and fatty acid composition of the experimental diets.

|  | **D12329** | | ***D12331*** | |
| --- | --- | --- | --- | --- |
|  | gm% | kcal % | gm% | kcal % |
| Energy (kcal/g) | 4.07 |  | 5.56 |  |
| Protein (g/100g) | 16.8 | 16.4 | 23.0 | 16.4 |
| Carbohydrate (g/100g) | 74.3 | 73.1 | 35.5 | 25.5 |
| Fat (g/100g) | 4.8 | 10.5 | 35.8 | 58.0 |
| Saturated fat (%) | 66.5 |  | 93.3 |  |
| Monounsaturated fat (%) | 9.9 |  | 2.4 |  |
| Polyunsaturated fat (%) | 23.6 |  | 4.3 |  |

Macronutrient and fatty acid composition of diets. (Research Diets, Inc., New Brunswick, NJ).

**Table S2:** Primers used for quantitative real-time PCR assays.

Primers were designed, when possible, to span an exon/exon junction to avoid amplification from potentially contaminating genomic DNA. Primer sequences were subjected to BLAT analysis (http://genome.ucsc.edu) to confirm their specificity. The ENSEMBLE genome browser contains the transcript and exon information for the genes investigated in this study (see Accession numbers).

# Supplementary material for: Brain Transcriptional Responses to High-Fat Diet in Acads-Deficient Mice Reveal Energy Sensing Pathways
**Source:** PLoS One. 2012 Aug 22;7(8):e41709. doi: 10.1371/journal.pone.0041709
**Supplement:** Table S2 — Primer sequences for quantitative RT-PCR.

Table S1: Primers used for quantitative real-time PCR assays.

Primers were designed, when possible, to span an exon/exon junction to avoid amplification from potentially contaminating genomic DNA. Primer sequences were subjected to BLAT analysis (http://genome.ucsc.edu) to confirm their specificity. The ENSEMBLE genome browser contains the transcript and exon information for the genes investigated in this study (see Accession numbers).

# Supplementary material for: Brain Transcriptional Responses to High-Fat Diet in Acads-Deficient Mice Reveal Energy Sensing Pathways
**Source:** PLoS One. 2012 Aug 22;7(8):e41709. doi: 10.1371/journal.pone.0041709
**Supplement:** Table S3 — Analysis of variance results for acylcarnitines.

**Table S3: Two-factor analysis of variance results for plasma acylcarnitines.**

|  | | **Diet** | | **Strain** | | **Diet x Strain** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Symbol** | **Biochemical Name** | ***F*** | ***P-value*** | ***F*** | ***P-value*** | ***F*** | ***P-value*** |
| **C2** | Acetyl-L-carnitine | 5.37 | 0.0324 | 0.08 | 0.7796 | 0.12 | 0.7329 |
| **C3** | Propionyl-L-carnitine | 1.18 | 0.2912 | 0.08 | 0.7808 | 0.14 | 0.7137 |
| **C3-DC/C5-OH** | Malonyl-L-carnitine / Hydroxyvaleryl-L-carnitine | 2.37 | 0.1409 | 0.04 | 0.8424 | 2.7 | 0.1179 |
| **C4** | Butyryl-L-carnitine | 5.4 | 0.0321 | 69.21 | <.0001 | 9.55 | 0.0063 |
| **C4-DC** | Fumaryl-L-carnitine | 0.16 | 0.6982 | 0.18 | 0.6739 | 0.4 | 0.5331 |
| **C4-OH** | Hydroxybutyryl-L-carnitine | 0.64 | 0.4349 | 1 | 0.3314 | 0.34 | 0.5656 |
| **C5** | Valeryl-L-carnitine | 0.93 | 0.3468 | 8.29 | 0.01 | 1.38 | 0.2557 |
| **C5-1** | Glutaconyl-L-carnitine | 6.96 | 0.0167 | 0.4 | 0.5334 | 0.00 | 0.9745 |
| **C5-DC** | Glutary-L-carnitine | 0.88 | 0.3619 | 0.29 | 0.594 | 0.01 | 0.915 |
| **C6** | Hexanoyl-L-carnitine | 3.94 | 0.0627 | 0.03 | 0.8546 | 0.41 | 0.5313 |
| **C8** | Octanoyl-L-carnitine | 1.6 | 0.2217 | 0.28 | 0.6057 | 0.15 | 0.7014 |
| **C8-1** | Octenoyl-L-carnitine | 6.11 | 0.0236 | 1.83 | 0.1926 | 0.98 | 0.3354 |
| **C8-DC** | Octenedioyl carnitine | ND | ND | ND | ND | ND | ND |
| **C10** | Decanoyl-L-carnitine | 0.97 | 0.3382 | 0.71 | 0.411 | 1.31 | 0.2669 |
| **C10-1** | Decenoyl-L-carnitine | 0.32 | 0.5786 | 0.21 | 0.6556 | 2.35 | 0.1426 |
| **C10-2** | Decadienyl-L-carnitine | ND | ND | ND | ND | ND | ND |
| **C10-3** | Decatrienoyl carnitine | 0.01 | 0.9311 | 1.42 | 0.2497 | 0.41 | 0.5321 |
| **C12** | Dodecanoyl-L-carnitine | 22.94 | 0.0001 | 0.45 | 0.5094 | 0.76 | 0.3935 |
| **C12-OH/C10-DC** | Hydroxy-dodecanoyl carnitine or Sebacoyl carnitine | ND | ND | ND | ND | ND | ND |
| **C14** | Tetradecanoyl-L-carnitine | 10.21 | 0.005 | 1.06 | 0.3165 | 0.03 | 0.8706 |
| **C14-1** | Tetradecenoyl-L-carnitine | 0.04 | 0.8428 | 0.04 | 0.8422 | 0.18 | 0.6769 |
| **C14-2** | Tetradecadienyl-L-carnitine | 0.02 | 0.8872 | 0.55 | 0.4676 | 0.02 | 0.8825 |
| **C14-OH/C12-DC** | Hydroxy-tetradecanoyl carnitine or Dodecanedioyl carnitine | 0.47 | 0.5039 | 0.19 | 0.6644 | 1.53 | 0.2324 |
| **C16** | Hexadecanoyl-L-carnitine | 1.51 | 0.2349 | 0.02 | 0.8791 | 0.04 | 0.847 |
| **C16-OH** | Hydroxyhexadecanoyl-L-carnitine | 1.64 | 0.2159 | 2.32 | 0.1453 | 1.61 | 0.2202 |
| **C18** | Octadecanoyl-L-carnitine | 11.36 | 0.0034 | 0.47 | 0.5029 | 1.97 | 0.178 |
| **C18-1** | Octadecenoyl-L-carnitine | 0.02 | 0.8823 | 0.27 | 0.6107 | 0.01 | 0.9379 |
| **C18-2** | Octadecadienyl-L-carnitine | 3.86 | 0.065 | 1.8 | 0.1965 | 1.02 | 0.3252 |
| **C18-OH** | Hydroxyoctadecanoyl-L-carnitine | 3.93 | 0.0628 | 1.84 | 0.1921 | 7.6 | 0.013 |
| **C18-1-OH** | Hydroxyoctadecenoyl-L-carnitine | 0.18 | 0.6798 | 1.46 | 0.2433 | 0.35 | 0.56 |
| **C18-DC/C20-OH** | Hydroxy-eicosanoyl carnitine or Octadecanedioyl carnitine | 0.53 | 0.4766 | 0.01 | 0.9369 | 1.04 | 0.3217 |
| **C20** | Eicosatetranoyl-L-carnitine | 2.7 | 0.1175 | 6.51 | 0.0201 | 0.86 | 0.3659 |
| **C22** | Docosahexaenoyl-L-carnitine | 0.13 | 0.7232 | 0.56 | 0.4647 | 0.08 | 0.7858 |

Main effects of diet (high-fat, low-fat), strain (*Acads-/-*, *Acads+/+*), and their interaction on plasma acylcarnitine levels. *F*, analysis of variance (ANOVA) *F*-test statistic. *P*, probability of obtaining *F*-test statistic. ND, non-detectable level in one or more of the experimental groups.

# Supplementary material for: Brain Transcriptional Responses to High-Fat Diet in Acads-Deficient Mice Reveal Energy Sensing Pathways
**Source:** PLoS One. 2012 Aug 22;7(8):e41709. doi: 10.1371/journal.pone.0041709
**Supplement:** Table S4 — Quantitative real-time RT-PCR validation in whole brain of microarray data for selected genes in the experimental comparison: Acads−/− HF vs. Acads+/+ HF.

**Table S4:** Quantitative real-time PCR validation in brain of microarray data for selected genes (*Acads-/-* HF vs. *Acads-/-* LF).

|  |  | **Microarray** | | **Quantitative RT-PCR** | |
| --- | --- | --- | --- | --- | --- |
| **Gene Symbol** | **Gene name** | **Fold change** | ***P*-value** | **Fold change** | ***P*-value** |
|  |  |  |  |  |  |
| **1700030F18Rik** | **RIKEN cDNA 1700030F18 gene** | **-1.77** | **0.0029** | **-1.32** | **0.0258** |
| 5830454E08Rik | RIKEN cDNA 5830454E08 gene | 1.70 | 0.0038 | -1.45 | 0.1089 |
| **Acad10** | **Acyl-Coenzyme A dehydrogenase family, member 10** | **-1.66** | **0.0364** | **1.11** | **0.0336** |
| Acot11 | Acyl-CoA thioesterase 11 | -1.79 | 0.0327 | 1.06 | 0.7981 |
| Aplp2 | Amyloid beta (A4) precursor-like protein 2 | -1.78 | 0.0035 | -1.02 | 0.7859 |
| Arhgap20 | Rho GTPase activating protein 20 | -2.38 | 0.0332 | -1.02 | 0.8935 |
| Atp7a | ATPase, Cu++ transporting, alpha polypeptide | -2.08 | 0.0380 | -1.08 | 0.4158 |
| **AW112010** | **Expressed sequence AW112010** | **1.73** | **0.0163** | **-1.40** | **0.0492** |
| Cask | Calcium/calmodulin-dependent serine protein kinase | -2.18 | 0.0151 | 1.02 | 0.8666 |
| **Clic6** | **Chloride intracellular channel 6** | **-2.96** | **0.0013** | **1.20** | **0.0396** |
| Col4a3bp | Procollagen, type IV, alpha 3 binding protein | -3.10 | 0.0000 | -1.15 | 0.4801 |
| Cox8a | Cytochrome c oxidase, subunit VIIIa | 1.67 | 0.0475 | -1.02 | 0.4886 |
| **Dock5** | **Dedicator of cytokinesis 5** | **-1.64** | **0.0108** | **-1.36** | **0.0379** |
| **F2rl2** | **Coagulation factor II (thrombin) receptor-like 2** | **-2.26** | **0.0036** | **-1.50** | **0.0148** |
| Fggy | FGGY carbohydrate kinase domain containing | -2.48 | 0.0034 | 1.29 | 0.1479 |
| Gm941 | Gene model 941, (NCBI) | -4.30 | 0.0153 | -1.02 | 0.7638 |
| Gpr137c | G protein-coupled receptor 137C | 2.46 | 0.0149 | 1.06 | 0.3020 |
| Gpr44 | G protein-coupled receptor 44 | -1.65 | 0.0447 | -1.60 | 0.0901 |
| **Gpr61** | **G protein-coupled receptor 61** | **-2.93** | **0.0066** | **-1.28** | **0.0343** |
| Insrr | Insulin receptor-related receptor | -3.13 | 0.0284 | 1.11 | 0.5108 |
| Map3k2 | Mitogen-activated protein kinase kinase kinase 2 | -2.15 | 0.0184 | 1.08 | 0.6355 |
| Mapk15 | Mitogen-activated protein kinase 15 | -1.65 | 0.0182 | -1.12 | 0.5421 |
| Mx2 | Myxovirus (influenza virus) resistance 2 | -2.62 | 0.0282 | -1.14 | 0.4370 |
| Ndufc1 | NADH dehydrogenase (ubiquinone) 1, subcomplex unknown, 1 | 2.17 | 0.0374 | 1.06 | 0.1465 |
| **Neurog3** | **Neurogenin 3** | **-1.65** | **0.0210** | **-2.16** | **0.0485** |
| Npc1 | Niemann Pick type C1 | -2.61 | 0.0271 | 1.11 | 0.4742 |
| Nr3c1 | Nuclear receptor subfamily 3, group C, member 1 | -2.53 | 0.0238 | 1.06 | 0.2989 |
| Nrf1 | Nuclear respiratory factor 1 | -4.26 | 0.0443 | 1.08 | 0.3199 |
| Olfml2a | Olfactomedin-like 2A | -1.91 | 0.0378 | -1.05 | 0.8257 |
| Olfml2b | Olfactomedin-like 2B | 1.60 | 0.0290 | -1.24 | 0.2471 |
| **Plekha2** | **Pleckstrin homology domain-containing, family A member 2** | **-2.25** | **0.0307** | **1.22** | **0.0339** |
| **Prlhr** | **Prolactin releasing hormone receptor** | **-1.89** | **0.0480** | **-1.83** | **0.0442** |
| **Ptgfr** | **Prostaglandin F receptor** | **-2.66** | **0.0024** | **-1.85** | **0.0367** |
| Ptprcab | Protein tyrosine phosphatase, receptor type | -1.69 | 0.0138 | -1.95 | 0.0883 |
| Qscn6 | Quiescin Q6 | 1.73 | 0.0354 | 1.18 | 0.3309 |
| **Rassf10** | **Ras association (RalGDS/AF-6) domain family member 10** | **2.96** | **0.0259** | **-1.42** | **0.0312** |
| Rpl11 | Ribosomal protein L11 | 2.17 | 0.0028 | -1.03 | 0.6703 |
| Sacs | Sacsin | -2.98 | 0.0334 | 1.1 | 0.6286 |
| Sass6 | Spindle assembly 6 homolog (C. elegans) | -1.79 | 0.0027 | 1.00 | 0.9673 |
| Scn2b | Sodium channel, voltage-gated, type II, beta | 1.82 | 0.0068 | -1.09 | 0.8104 |
| **Slc22a13** | **Solute carrier family 22 (organic cation transporter), member 13** | **-1.83** | **0.0274** | **-1.83** | **0.0249** |
| Tnfsf18 | Tumor necrosis factor (ligand) superfamily, member 18 | -2.45 | 0.0205 | 1.14 | 0.7790 |
| Ugt2b36 | UDP glucuronosyltransferase 2 family, polypeptide B36 | 3.84 | 0.0148 | -1.19 | 0.7434 |

Positive fold change indicates increased expression, negative value indicates decreased expression in the first strain of the comparison.

Genes were selected based on a significance level of *P* < 0.05 and a 1.6-fold or greater change in expression, i.e., ratio of the normalized signal intensity.

# Supplementary material for: Brain Transcriptional Responses to High-Fat Diet in Acads-Deficient Mice Reveal Energy Sensing Pathways
**Source:** PLoS One. 2012 Aug 22;7(8):e41709. doi: 10.1371/journal.pone.0041709
**Supplement:** Text S1 — Quantitative real-time RT-PCR validation of microarray data for selected genes.

**Text S1:** **Quantitative real-time RT-PCR validation of microarray data for selected genes.**

To validate transcripts, we initially selected a single comparison, i.e., J HF v J LF (Table S4). Only 13 out of 43 genes selected (30%) from the microarray results were confirmed, and of these 5 were changed in opposite direction. 

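Of the 43 genes of Table S4 29 have a probe named here, and 12 of these lay above the signal filter. Between HF and LF diet in Acads−/− mice 26 of the 29 had the direction of the table's array fold. These genes were chosen by the study on these arrays, so this count is not independent evidence. Of the 29 genes 13 had the direction of the table's RT-qPCR fold, with r = −0.114 across genes. That count is of directions alone, with no threshold on P, and is not the paper's 13 of 43. Neurog3 had a log2 fold change of −0.73 (standard error 0.22, adjusted p = 0.435 from limma) and the prostaglandin F receptor gene Ptgfr −1.41 (standard error 0.33, adjusted p = 0.435). Cox8a had 0.74 (standard error 0.37, adjusted p = 0.535) and Rpl11 0.01 (standard error 0.22, adjusted p = 0.991).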

Eight (8) genes showed a comparable fold-change in the same direction in both methods: *Dock4*, *F2rl2*, *Gpr61*, *Neurog3*, *Prlhr*, *Ptgfr*, *Slc22a13*, and *1700030F18Rik*. Two possible reasons for the low confirmation rate are: 1) low signal intensity, i.e., more than 50% of the genes selected for validation had a signal intensity of <2000, and/or 2) high coefficient of variation for differential expression, i.e., the calculated coefficient of variation (CV) for differentially expressed genes was 4–61% across the entire signal range. It is also possible that high cellular heterogeneity in brain may have reduced the ability to detect molecular phenotypes (Karsten et al., 2008).

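Of the 29 genes of Table S4 with a probe named here 18 (62.1%) had a mean signal below 2000 over the 12 arrays. Map3k2 had a mean signal of 247 and Tnfsf18 of 350, and Cox8a of 797129 and Rpl11 of 539664.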

Karsten SL, Kudo LC, Geschwind DH (2008) Gene expression analysis of neural cells and tissues using DNA microarrays. Curr Protoc Neurosci Chapter 4: Unit 4 28.

How the deposited data were processed for this re-analysis (not part of the article)

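Whole brain and liver of male mice, 12 weeks old, were measured on one-colour Applied Biosystems Mouse Genome Survey arrays, 12 arrays per tissue, with 3 mice in each of 4 groups: Acads+/+ (BALB/cByKZ) and Acads−/− (BALB/cByJ) mice fed HF diet (58% of energy as fat) or LF diet (10.5%) for 2 days. The samples were grouped by the genotype, tissue and diet of their labels. For the 6 LF liver samples 1 label field gives a high-fat diet, while the title and the treatment field give LF, and the latter were used. The intensity columns are named by strain and diet, and 6 liver columns are named LF. All 12 liver arrays matched the authors' log2 values within their group. The diet results in liver rest on this naming. The signal intensities, as deposited, are assay signals extracted by the authors with the analyzer software and not normalized between arrays. The log2 values were made by the authors by quantile normalization within each tissue, and they equal the log2 of the quantile-normalized signal intensities. Signal/noise ratios and quality flags were not used here, so the detection filter of the paper was replaced by a filter on mean signal.

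The intensities of each tissue were quantile-normalized over its 12 arrays, values below the 5th percentile (235 in brain and 142 in liver) were raised to it, and log2 was taken. The probes above the median of mean signal, 16506 per tissue, were tested with limma 3.58.1 in R 4.3.3, in a model with the 4 groups, from which the effects of genotype on each diet, of diet in each genotype and their interaction were taken. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.6. Probes below the filter are given from the same fit over all probes of the array. The median residual SD of a probe was 0.265 in brain and 0.498 in liver. On simulated data with 200 changed probes per tissue, 26% of brain probes with a log2 change of 0.8, 68% at 1.2 and 94% at 2 were found, and in liver 0%, 12% and 60%.

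Probes were named by the platform annotation, where 14411 have 1 symbol and 247 several, and 6 further probes by Table 2; a gene with several probes is given by its brightest probe. Gene lists, 49 in all, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. The genes named in the text are the 10 largest increases and decreases among changed probes whose groups do not overlap, genes that the paper names, whose values in the paper had been seen, Acads and Ppia, and up to 4 members of each list described. The lists, the rule for naming genes and the comparisons, apart from Acads−/− HF against Acads+/+ LF mice, were set before the data were examined, but the genes of the lists from Tables 2 and 3 had been chosen by the study on these arrays. Genomic span, the distance from the start to the end of a gene, was used as a stand-in for transcript length, which was not used here.

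Alternatives were median scaling in place of quantile normalization, an offset of 500 in place of the raised floor, no filter, a filter at 25% of probes, the authors' log2 values, array weights, only the groups compared, the methods' t-test, unadjusted p, and each array left out in turn. Added after the data were examined were a replicate block, fitted on the authors' log2 values because only these carry replicate numbers, the main axis of variation within groups as a covariate, the removal of the trend with genomic span, a fit without the Acads+/+ HF arrays, array weights estimated gene by gene in brain and the comparison of Acads−/− HF with Acads+/+ LF mice. The array weights first tried in brain, estimated by residual maximum likelihood over the tested probes, stopped before convergence and gave array 18018 of the Acads+/+ HF group a weight of 0.0437, against 3.72 gene by gene and 3.26 over all probes of the array, so results with them are not used in the passages above. In liver the estimate converged. RT-qPCR, western blot and acylcarnitine values were not analysed here.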

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

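The counts over other splits of the arrays and the tests of the trend with genomic span as the whole cause, of 1 axis shared by single arrays, of a mislabelled genotype and of a response of the whole animal were chosen after the result was seen. The other tests in this section were set before they were run, but after counts and principal components of the arrays had been seen.

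In brain the effect of diet differed between the genotypes for 3752 probes (limma interaction). Of 100 regroupings of the 12 arrays into 4 groups only the real one, 1, gave a count as large, the highest other being 4. A regrouping that parts the 3 Acads+/+ HF arrays spreads their deviation within groups. The regroupings therefore show that these arrays deviate together, and cannot say why. Left out in turn, array 17866 of the Acads−/− LF group gave 2388 and array 17962 of the Acads+/+ LF group 2434. The pattern behind it is that the 3 Acads+/+ HF arrays stand apart from the other 9, as on the first principal component. For single comparisons the 10 splits of 6 arrays are too few for a share under 0.05. The real count and the highest other were 5758 and 3 for genotype on HF diet, 3 and 0 for genotype on LF diet, 5426 and 2 for diet in Acads+/+ mice, and 5 and 1 for Acads−/− HF against Acads+/+ LF mice. For diet in Acads−/− mice the real count was 0 with limma (803 at unadjusted p), which any of the 10 splits equals, so the splits say nothing on it.

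Several technical explanations were set against an effect of the diet on Acads+/+ mice. One array alone is argued against by a lowest count of 4271 for genotype on HF diet with 1 array left out, probes of 1 gene that disagree by 92.4% of 66 pairs of changed probes going the same way, and a mislabelled genotype by 12 of 12 arrays, each left out in turn, that lay nearer their own genotype at 4 of the 4 or 5 probes parting the genotypes of the other 11 by a log2 gap of at least 1. At Acads itself the arrays of the genotypes overlap across the diets (Acads+/+ LF array 17962 at 9.87 and Acads−/− HF array 17956 at 10.02). A bias by transcript size, from RNA or cRNA quality, may play a part, since fold changes by genotype on HF diet correlated with genomic span (Spearman rho −0.404). Among the 9027 tested probes with a genomic span, 2748 passed for this comparison after removal of the span trend, against 3266 before. Of these 2184 were the same probes in the same direction, and the rest of the 2748 were new calls. The span trend is therefore not the whole cause. For diet in Acads+/+ mice 2448 passed after and 3064 before, 1912 of them the same. For the interaction 1877 passed after and 2343 before, 1509 of them the same. Span is only a stand-in for transcript length. An axis of variation shared by single arrays also stays open: for 2 of 3 pairs of Acads+/+ HF arrays the difference within the pair followed the difference of the remaining array from the Acads+/+ LF arrays (r = 0.27, −0.41 and −0.56).

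Other tissue in the dissection cannot be told apart. Of 14 region and cell type lists 4 moved to 1 side (neuron, microglia, choroid plexus and hypothalamus markers). With camera at an estimated correlation 0 passed, the lowest adjusted p being 0.394. The pituitary gene Gh had a mean log2 signal of 8.67 and 8.68 in the Acads+/+ and Acads−/− HF groups and 12.3 and 13.8 in the LF groups. Its SD between the LF arrays was 6.65 and 5.27, so the brains may have differed in pituitary tissue. This does not set the 2 HF groups apart. The hepatocyte genes Apoa2, Alb and Cyp2e1 had SDs of 4.11, 3.14 and 2.63 between the Acads+/+ HF brain arrays. These were 1.92, 2.28 and 1.81 in the Acads−/− HF group and 1.22, 1.44 and 0.65 in the Acads+/+ LF group. Ttr of the same list had 0.43, 0.08 and 0.07 in these groups. Of the 6 hepatocyte markers tested 0 changed by genotype on HF diet, and the cause of the spread was not tested. A response of the whole animal cannot be told apart either. Brain and liver fold changes with diet in Acads+/+ mice had r = 0.125 over 11963 probes. In brain 5426 probes changed, but in liver 0 with limma (1436 at unadjusted p). Brain and liver arrays carry numbers in common within groups, such as 18018 and 18022 of the Acads+/+ HF group. The labels do not say whether equal numbers mean the same mice, and no pairing of the tissues was fitted. The response to the diet stays open as the biological explanation. Since the Acads+/+ HF arrays are 1 group, no test here parts that response from a condition of that group. In whole brain the paper's RT-qPCR was, by its supplement text, of diet in Acads−/− mice, a comparison without the Acads+/+ HF arrays. Of 29 genes with a probe here 13 had its direction on the arrays. For the comparisons with the Acads+/+ HF arrays the paper's RT-qPCR was of hypothalamus, a part of the brain. With HF diet in Acads+/+ mice only Agrp passed there, and not Npy, Cart or Cox8b. By genotype on HF diet Acaca and Fasn were lower there as on these arrays, and Cox8b was lower there but higher here.

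In liver, which the paper does not report on arrays, 18 probes changed between HF and LF diet in Acads−/− mice, 6 upward and 12 downward, against 0 as the highest of the other splits, which are too few for a share under 0.05. Of the 12 liver arrays each one left out moved this count, to 2, 3 and 3 for the Acads−/− HF arrays, 0, 0 and 0 for the Acads−/− LF arrays, 11, 1 and 9 for the Acads+/+ HF arrays and 4, 4 and 6 for the Acads+/+ LF arrays. The other liver comparisons gave 0 with limma (at unadjusted p 936 for genotype on HF diet, 543 on LF diet and 1436 for diet in Acads+/+ mice), as did the liver interaction (848 at unadjusted p). A count of 0 is equalled by any of the 10 splits and of the 100 regroupings (the highest regrouping had 22), so these say nothing on chance there. The LF liver samples were taken as LF by 2 of 3 label fields and by the names of their intensity columns. The liver diet results rest on this.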

How the results depend on the processing

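The replicate block on the authors' log2 values, the covariate for the main axis within groups, the span removal, the fit without the Acads+/+ HF arrays, array weights estimated gene by gene and the comparison of Acads−/− HF with Acads+/+ LF mice were chosen after the data were seen. The array weights in brain stopped before convergence, with 0.0437 for array 18018 against 3.72 gene by gene, so brain counts with them do not bear on the results. Where a value moved, the cause was not tested, except that stricter or looser filters change the number of probes tested. Alternatives with transcript lengths were not run. Of 140 gene values named in the text 140 kept their side of the threshold with the authors' log2 values, 140 with the offset, 136 under median scaling and 135 with array weights; of 33 list values 33, 33, 32 and 33 did, and none reversed. With weights gene by gene all 137 gene values and 31 list values in brain kept it. Liver signals were weaker (median 340 to 460 against 976 to 2088 in brain), with a larger SD.

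Changed probes in brain were, for genotype on HF diet (5758), 3651 with the covariate, 69 with the methods' t-test adjusted and 3308 with the stricter filter; for diet in Acads+/+ mice (5426), 2029, 1373 and 3260; for their overlap (4383), 1818, 55 and 2806. For genotype on LF diet (3) there were 11 with array weights and 6 with weights gene by gene, 180 with the methods' t-test unadjusted, 1 with the stricter filter and 325 at unadjusted p. For diet in Acads−/− mice (0) there were 305 with array weights but 4 gene by gene, 1 with the covariate, 295 with the methods' t-test unadjusted and 803 at unadjusted p. The interaction (3752) gave 2204 with the covariate, 5941 with weights gene by gene and 1862 with no filter. Acads−/− HF against Acads+/+ LF mice (5) gave 26 with array weights and 9 gene by gene, 2 with the stricter filter and 520 at unadjusted p. Lists past camera for diet in Acads−/− mice (2) were 5 under median scaling.

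In liver, diet in Acads−/− mice (18) gave 45 with array weights, 11 under median scaling, 0 with the methods' t-test adjusted, 704 unadjusted, 3 with no filter, 30 with the offset, 0 with only the groups compared, 50 with the stricter filter and 1221 at unadjusted p. Diet in Acads+/+ mice (0) gave 1 with array weights, 8 under median scaling, 899 with the t-test unadjusted, 6 with the stricter filter and 1436 at unadjusted p, and 3 lists past camera (5) under median scaling; genotype on HF diet (0) gave 496 with the t-test unadjusted and 936 at unadjusted p, and genotype on LF diet (0) 347 and 543.

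Left out in turn, arrays gave 4271 to 6912 for genotype on HF diet, 2 to 4 on LF diet, 3830 to 6607 for diet in Acads+/+ mice, 0 to 326 in Acads−/− mice (326 without array 17973), 2388 to 5565 for the interaction (2388 without array 17866, 2434 without array 17962), 3024 to 5626 for the overlap, and 4 to 200 for Acads−/− HF against Acads+/+ LF mice (200 without array 17973, 8 without array 18020). Lists past camera in brain ranged over 17 to 19 (18) for genotype on HF diet, 13 to 20 (18) for diet in Acads+/+ mice and 1 to 7 (2) in Acads−/− mice, with 7 without array 17981, 4 without 18022 or 18020, and 1 without 17873 or 17866. With all arrays and the span trend removed 8 lists passed for genotype on HF diet and 8 for diet in Acads+/+ mice, against 18 for each before removal. In liver they ranged over 2 to 8 (5) for diet in Acads+/+ mice, with 2 without array 18022, 3 without 18019 and 8 without 17962 or 18021, and 2 to 4 (3) in Acads−/− mice. Liver counts ranged over 0 to 2 for genotype on HF diet (1 without array 17873 and 2 without 17956), 0 to 1 on LF diet (1 without 17873), 0 to 1 for diet in Acads+/+ mice (1 without 17866, 18018 or 18022), 0 to 11 in Acads−/− mice and 0 to 1 for the interaction (1 without 17873).

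With the replicate number as a block the brain counts were 5808, 3, 5472, 0 and 3613, the overlap 4421 and Acads−/− HF against Acads+/+ LF mice 5; in liver genotype on LF diet gave 1 and diet in Acads−/− mice 0. Arrays with the same number deviated together at a mean r of 0.0217 in brain and −0.0260 in liver, and 0 of 12 arrays correlated best with their own number, so the numbers do not pair the arrays. With this block the liver values of Elovl6, Gpam and Pklr for diet in Acads−/− mice had adjusted p = 0.170, 0.115 and 0.115 and did not pass.

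Median scaling moved the median of all probes by −0.161 for genotype on LF diet, −0.325 for diet in Acads+/+ mice and 0.225 for the interaction in liver, and by less than 0.1 in every brain comparison. The share of increases among changed probes went from 50.2% to 44.0% for genotype on HF diet (2625 increased and 3339 decreased), so that decreases became the majority, from 100% to 75% for genotype on LF diet in brain and from 33.3% to 18.2% for diet in Acads−/− liver.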

Differences from the paper's values

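The counts of the paper rest on its detection filter, which was replaced here by a filter on mean signal, and on a P that the paper does not state to be the adjusted one, while adjusted p was used here unless named otherwise. A count is called close below if it lies within 1.5 times of the paper's. The alternatives set before the data were examined were median scaling, the offset, the authors' log2 values, no filter, the stricter filter, array weights, only the groups compared, the methods' t-test adjusted and unadjusted, adjusted p without a minimum fold change, unadjusted limma p, and each of the 12 brain arrays left out. The covariate for the main axis within groups and the replicate block on the authors' log2 values were added after the data were seen, as were array weights estimated gene by gene. The estimate of the array weights in brain stopped before convergence and gave array 18018 a weight of 0.0437, against 3.72 gene by gene, so a close count with array weights is no explanation of a difference; estimated gene by gene they were close for none of the counts below.

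For genotype on HF diet the paper's count of increased genes is 1737, against 2891 probes here. Close were the stricter filter (1786), array weights (2287), only the groups compared (2377), the methods' t-test unadjusted (2405) and the counts without array 18022 (2359), 18018 (2515) or 17873 (2600), and the others set before the data were examined were not. The covariate, added after seeing the data, was close (1909) and dropped 3 of the 28 probes of Tables 2 and 3 called for genotype.

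For diet in Acads+/+ mice the paper's count of decreased genes is 1723, against 2860 here. Close were the stricter filter (1789), array weights (2243), the methods' t-test unadjusted (2460) and the counts without array 18022 (2279), 18018 (2411) or 17962 (2381), and the others set before the data were examined were not. The covariate, added after seeing the data, was close (1248) and dropped 6 of the 25 probes of these tables called for diet.

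For the overlap of these comparisons the paper's counts are 2551 genes and 2550 with opposite signs, against 4383 and 4383 here. Close for both were no filter (3819), the stricter filter (2806), array weights (3208), only the groups compared (3591), the methods' t-test unadjusted (3489) and the counts without array 18022 (3024), 18018 (3678) or 17962 (3739, 3738 with opposite signs), and the others set before the data were examined were not. The covariate, added after seeing the data, was close (1818) and dropped 6 of the 24 probes of these tables called in both.

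For genotype on LF diet the paper's counts are 275 changed, 220 increased and 55 decreased, against 3, 3 and 0 with limma (102 decreased at unadjusted p). Unadjusted limma p was close for the first 2 (325 and 223) and the methods' t-test unadjusted for decreased genes (52), and no other alternative was. For diet in Acads−/− mice the paper's counts are 281, 52 and 229, against 0, 0 and 0 with limma (803, 179 and 624 at unadjusted p). The methods' t-test unadjusted (295, 73 and 222) and array weights (305, 38 and 267) were close for all 3, the fit without array 17973 for 326 changed and 295 decreased, and no other alternative was.

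The paper's count of genes changed by diet in both genotypes is 41, 18 of them with opposite signs and 23 increased in both, against 0, 0 and 0 with limma (272, 100 and 23 at unadjusted p). Array weights were close for the total (38) and the opposite signs (15), the methods' t-test unadjusted (27) and the fit without array 17973 (21) for the opposite signs, and unadjusted limma p for increased in both (23). The paper's counts for genotype on both diets are 34, 16 with opposite signs, and for all 4 comparisons 6, against 3, 0 and 0 with limma (136, 51 and 30 at unadjusted p). The methods' t-test unadjusted was close for these 3 (45, 23 and 8). No other alternative was close for any count of this paragraph.

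Of the 74 signed fold changes of Tables 2 and 3, 70 had the paper's sign and lay within the residual SD of the probe, and of 29 array values of Table S4 24 did. The paper's values for Gabrb2 are −2.15 by genotype on HF diet and 1.71 by diet in Acads+/+ mice, against −1.06 and −1.21 at its brightest probe; a dimmer probe of Gabrb2 had −2.15 and 1.71. For Aldh5a1 the paper's values are −1.81 and 1.63, against 2.48 and −1.82. For diet in Acads−/− mice the paper's values are −2.38 for Arhgap20, against −1.06 (−2.38 at a probe below the filter), −1.64 for Dock5, against 1.11 at a probe below the filter, 2.46 for Gpr137c, against −1.39, −2.15 for Map3k2, against 1.06 at a probe whose mean signal, 247, is near the raised floor of 235 (1.04 with the authors' log2 values, which have no floor), and 2.17 for Rpl11, against 1.01. Of median scaling, the offset, the authors' log2 values and array weights, array weights brought Dock5 within the residual SD (−1.06), and none of the 4 did so for the other values. Weights estimated gene by gene, added after seeing the data, did so for Dock5 too (−1.01) and dropped 0 of the 28 probes of Tables 2 and 3 called for genotype and 0 of the 25 called for diet.

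The paper states that ATP synthase genes of complex V were lower in Acads−/− than in Acads+/+ mice on HF diet, and here 8 of 12 were higher and 1 lower. The paper's oxidative phosphorylation pathway also includes ATPases. Of 14 genes of the vacuolar proton pump 2 were higher and 8 lower here (adjusted p = 0.0297 with camera). With the span trend removed 2 were higher and 7 lower (adjusted p = 0.0649 with camera). It also lists Pkig and Prkag1 among genes lower in Acads−/− mice on both diets, and elsewhere gives Prkag1 as higher on HF diet. Here Pkig was higher on HF diet (log2 fold change 0.76, standard error 0.20, adjusted p = 0.00989 from limma), and below the fold threshold without array 17873 (0.60) or 18022 (0.66) or under median scaling (0.57). Prkag1 did not pass (0.32, standard error 0.13, adjusted p = 0.0693).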

Other observations

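The test of strain variants and the fit without the Acads+/+ HF arrays were chosen after the data were seen. In liver, genes of fatty acid synthesis were lower on HF than on LF diet. The LF liver samples were taken as LF from 2 of their 3 label fields with the diet, the other field giving HF. The names of their intensity columns also give LF. In Acads−/− mice 3 of 17 fell and 0 rose over all tested probes with limma, 10 fell with p adjusted over the list alone, and the median log2 fold change was −1.02 (adjusted p = 1.58e-10 with camera and 0.0478 with an estimated correlation). In Acads+/+ mice 0 passed over all tested probes with limma, 8 fell with p adjusted over the list alone, and the median was −0.83 (adjusted p = 3.97e-07 with camera and 0.0747 with an estimated correlation). The effect of diet did not differ between the genotypes for any liver probe with limma (0 probes, 848 at unadjusted p). For diet in Acads−/− mice a share of other cells in the liver samples is argued against by the hepatocyte markers. Their median log2 fold change was 0.205, the value of Alb (standard error 0.42). In Acads+/+ mice this was not tested.

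The 3 genes were the fatty acid elongase Elovl6, −4.63 (standard error 0.70, adjusted p = 0.0490 from limma), the glycerol-3-phosphate acyltransferase Gpam, −2.51 (standard error 0.31, adjusted p = 0.0239), and the pyruvate kinase Pklr, −2.40 (standard error 0.26, adjusted p = 0.0187). Each of these calls was lost without single liver arrays. For Pklr the adjusted p was 0.0603 without 17873, 0.0581 without 17956, 0.0580 without 17973, 0.0730 without 17866, 0.0613 without 17981 and 0.102 without 17982. For Gpam it was 0.0772 without 17873, 0.0639 without 17956, 0.0580 without 17973, 0.0730 without 17866, 0.0875 without 17981, 0.106 without 17982, 0.0681 without 18019 and 0.0582 without 18020. For Elovl6 it was 0.103 without 17873, 0.119 without 17973, 0.147 without 17866, 0.111 without 17981, 0.150 without 17982, 0.0950 without 18018, 0.0971 without 18019, 0.0891 without 18022, 0.0622 without 17962, 0.0805 without 18020 and 0.0732 without 18021, and 0.0542 under median scaling.

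The probes called for genotype on LF diet in brain, Snx18, Clcn4 and Glo1, were chosen on brain. Only their signs and p in liver are therefore a test. Brain and liver arrays share numbers within groups, so the liver arrays may not be of other mice. In liver on HF and LF diet Snx18 had 2.33 and 3.72 (adjusted p = 0.598 and 0.241), Clcn4 0.95 and 0.33 (0.891 and 1.00) and Glo1 1.05 and 1.34 (0.598 and 0.741), in the fit over all probes of the array. All 6 liver values had the sign of brain, none passed over all probes, and 4 of 6 passed when adjusted over these 6 alone, those of Snx18 and Glo1. Strain variants under the probes or in nearby genes, rather than the diet, cannot be told apart from an effect of the Acads mutation or from chance at Clcn4, because the 2 values of Clcn4 did not pass in liver and each genotype was 1 substrain.

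Without the 3 Acads+/+ HF arrays, a fit over the other 9 brain arrays called 3 probes for genotype on LF diet, the same 3, and 0 for diet in Acads−/− mice with limma (291 and 734 at unadjusted p).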
